# Reassessment of the involvement of Snord115 in the serotonin 2c receptor pathway in a genetically relevant mouse model

**DOI:** 10.7554/eLife.60862

**Published:** 2020-10-05

**Authors:** Jade Hebras, Virginie Marty, Jean Personnaz, Pascale Mercier, Nicolai Krogh, Henrik Nielsen, Marion Aguirrebengoa, Hervé Seitz, Jean-Phillipe Pradere, Bruno P Guiard, Jérôme Cavaille

**Keywords:** snoRNA, prader-willi syndrome, serotonin 2c receptor, RNA editing, alternative RNA splicing, eating disorder, Mouse

## Abstract

*SNORD115* has been proposed to promote the activity of serotonin (HTR2C) receptor via its ability to base pair with its pre-mRNA and regulate alternative RNA splicing and/or A-to-I RNA editing. Because *SNORD115* genes are deleted in most patients with the Prader-Willi syndrome (PWS), diminished HTR2C receptor activity could contribute to the impaired emotional response and/or compulsive overeating characteristic of this disease. In order to test this appealing but never demonstrated hypothesis in vivo, we created a CRISPR/Cas9-mediated *Snord115* knockout mouse. Surprisingly, we uncovered only modest region-specific alterations in *Htr2c* RNA editing profiles, while *Htr2c* alternative RNA splicing was unchanged. These subtle changes, whose functional relevance remains uncertain, were not accompanied by any discernible defects in anxio-depressive-like phenotypes. Energy balance and eating behavior were also normal, even after exposure to high-fat diet. Our study raises questions concerning the physiological role of *SNORD115*, notably its involvement in behavioural disturbance associated with PWS.

## Introduction

Box C/D small nucleolar RNAs (SNORDs) represent a well-defined family of small non-coding RNAs that exert their regulatory functions via antisense-based mechanisms. Indeed, the vast majority forms base-pairing interactions with ribosomal RNA (rRNA) precursor, spliceosomal U6 snRNA or tRNA and, in doing so, they guide sequence-specific ribose methylations (Cavaillé et al., 1996; Ganot et al., 1999; Kiss-László et al., 1996; Vitali and Kiss, 2019) or, in rare cases, base acetylation (Sharma et al., 2017). By acting as RNA folding chaperones, a few are specialized to facilitate the production of mature 18S, 28S, and 5.8S rRNA (Watkins and Bohnsack, 2012). Finally, nucleoli also contain orphan SNORDs lacking conserved antisense elements against canonical RNA targets, thus raising the possibility that some may interact with uncharacterized targets, possibly including mRNAs (Bratkovič et al., 2020).

Intriguingly, many orphan SNORDs are generated from two large, imprinted chromosomal domains at human 15q11q13 and 14q32 (Cavaillé, 2017; Marty and Cavaillé, 2019). The imprinted human 15q11q13 region - also known as the Prader-Willi Syndrome (PWS)/Angelman Syndrome (AS) locus or SNURF-SNRPN domain - contains several paternally expressed, protein coding genes as well as numerous paternally expressed, neuronal-specific SNORD genes organized as two main repetitive DNA arrays: the *SNORD116* and *SNORD115* clusters composed of 29 and 47 related gene copies, respectively (Cavaillé et al., 2000). The lack of expression of one (or several) paternally expressed gene(s) on 15q11q13 is genetically linked to Prader Willi Syndrome (Buiting, 2010; Cassidy et al., 2012). This rare human genetic disorder is characterized by poor feeding and muscular hypotonia in the perinatal period while, in the childhood and adulthood, individuals with PWS manifest an obsession with food and eating that, if not controlled, leads to life-threatening obesity. Other symptoms include decreased energy expenditure, growth delay, abnormalities in hormonal profiles, hypogonadism, dysfunction of the hypothalamus-pituitary axis, respiratory problems, high pain threshold, sleep disturbance, learning disabilities as well as diverse psychopathological issues notably in terms of obsessive-compulsive behavior and anxio-depressive traits (Butler et al., 2019; Cassidy et al., 2012; Muscogiuri et al., 2019; Thuilleaux et al., 2018).

Although the genotype-phenotype relationship in PWS is complex and not entirely understood, deficiencies in SNORDs have recently emerged as one of the key determinants for the disease. This is evidenced by rare PWS individuals bearing ~71–200 kb-long paternally inherited deletions overlapping the SNORD gene array, particularly *SNORD116* genes (Bieth et al., 2015; de Smith et al., 2009; Duker et al., 2010; Fontana et al., 2017; Sahoo et al., 2008; Tan et al., 2020). Remarkably, *Snord116-*deficient mice are growth-retarded and show increased food intake, two abnormalities reminiscent of PWS phenotype (Ding et al., 2008; Skryabin et al., 2007). The relevance of increased food intake with respect to the lower body weight of *Snord116* mutants was, however, recently questioned (Polex-Wolf et al., 2018). Importantly, loss of *Snord116* is not accompanied by any signs of obesity and, paradoxically, *Snord116*-deficient mice appear even protected from high fat-diet induced obesity (Ding et al., 2008; Qi et al., 2016). Thus, *Snord116*-KO mice, like all other PWS mouse models, do not fully recapitulate the entire set of PWS phenotypes (Bervini and Herzog, 2013).

The *SNORD115* gene locus has attracted particular attention due to its predicted involvement in promoting the synthesis of serotonin HTR2C receptor with optimal signaling properties (Cavaillé, 2017; Cavaillé et al., 2000; Stamm et al., 2017), very likely by fine-tuning alternative RNA splicing and/or adenosine (A)-to-inosine (I) RNA editing of *HTR2C* pre-mRNA (Kishore and Stamm, 2006; Vitali et al., 2005). Indeed, a growing body of observations supports a functional link between *SNORD115*, HTR2C, and PWS. First, adult mice bearing a constitutive inactivation of the *Htr2c* gene are hyperphagic and overweight (Nonogaki et al., 1998; Tecott et al., 1995). Second, increased food intake and growth retardation were reported in knock-in mice that only produce the fully edited (VGV), less active HTR2C isoform (Kawahara et al., 2008; Morabito et al., 2010a). Third, induced changes in *Htr2c* alternative splicing patterns mediated by antisense oligonucleotides alter food intake in mice (Zhang et al., 2016). Fourth, defects in HTR2C pathways, including altered RNA editing, are involved in the pathophysiology of psychiatric disorders, particularly anxiety, depression, obsessive-compulsive behaviors, and schizophrenia (Chagraoui et al., 2016). Fifth, and perhaps even more tellingly, defects in *Htr2c*-related behaviors were described in the PWS-IC mouse model in which all paternally inherited alleles in the cluster are silenced (Davies et al., 2019; Doe et al., 2009; Garfield et al., 2016). Altogether, defective post-transcriptional processing of *HTR2C* pre-mRNA - and thus impaired HTR2C pathway - has been surmised to account for overeating and anxio-depressive phenotypes frequently encountered in PWS patients (Cavaillé, 2017; Stamm et al., 2017), although the loss of *SNORD115* is unlikely to be sufficient to elicit PWS (Bürger et al., 2002; Runte et al., 2005). This model was first proposed 20 years ago, and it constitutes certainly the most convincing example advocating for an involvement of SNORD in modifying a protein-coding transcript (Cavaillé et al., 2000). Yet, direct proofs supporting this appealing *SNORD115*/HTR2C axis are still lacking at the organism level (Cavaillé, 2017). As a corollary, whether lack of SNORD115 per se is sufficient to trigger altered HTR2C-signaling pathways and, in doing so, leads to behavioral abnormalities remains to be formally demonstrated. Hence, probing the mode of action of *SNORD115* in vivo is not only a prerequisite to further our understanding of the pathophysiology of PWS but it is also of immediate interest to uncover novel SNORD-mediated functions in the brain.

Here, we generated a CRISPR-Cas9-mediated specific *Snord115* gene knockout (KO) mouse model to better understand the functional relevance of *Snord115* in influencing *Htr2c* pre-mRNA processing and HTR2C-related behaviors (e.g. eating and emotional response). We unexpectedly showed that constitutive deletion of the entire *Snord115* gene array does not greatly alter the post-transcriptional regulation of *Htr2c* pre-mRNA, nor does it affect emotionality, homeostatic feeding or energy balance, either on normal chow or high-fat diets. In contrast to common belief, we thus conclude that a constitutive loss of *Snord115* has a relatively modest impact on two well-known HTR2C-mediated physiological processes.

## Results

### CRISPR-Cas9-mediated disruption of the *Snord115* gene array

*Snord115* is processed from repeated, regularly spaced introns of a poorly characterized noncoding RNA host-gene transcript (Figure 1A). *Snord115* sequences are the only conserved DNA segments in placental mammals, strongly arguing that this atypical transcription unit encodes functional small RNA species under selective pressure (Cavaillé et al., 2000). In order to probe the physiological relevance of *Snord115* in vivo, we engineered a KO mouse model carrying a targeted, constitutive CRISPR/Cas9–mediated deletion removing the entire *Snord115* gene array (Figure 1A–B). Because *Snord115* genes are only expressed from the paternal allele, ~50% of *Snord115*-deficient mice are expected to be obtained in the progeny after crossing wild-type females with heterozygous males. Indeed, the *Snord115* gene array is no longer expressed upon a paternally inherited deletion while, as expected, its expression remains unaffected upon maternal transmission of the deletion (Figure 1C). Moreover, we were also unable to detect *Snord115* expression by RT-qPCR in several manually-dissected brain structures from adult mice bearing a paternally-inherited deletion (Figure 1D). Importantly, the removal of *Snord115* genes does not significantly alter the expression of the neighboring imprinted genes (Figure 1E), including that of the anti-*Ube3a* transcript thought to silence the paternal *Ube3a* allele in cis (Figure 1F). Altogether, these important controls render unlikely the possibility that we removed critical regulatory regions controlling imprinted expression over the domain. Finally, in order to limit confounding effects due to genetic heterogeneity and/or undesired CRISPR-Cas9-mediated cleavages, if any, we also backcrossed to C57BL/6J background for at least eight generations before proceeding to phenotypic exploration. The term *Snord115*-deficient or *Snord115*-KO mice will thus be used to refer to heterozygous mice with a paternally inherited deletion. *Snord115*-deficient mice are seemingly normal and progeny was obtained at expected Mendelian and sex ratios, leaving unlikely any developmental defect and/or perinatal lethality.

**Figure 1.**
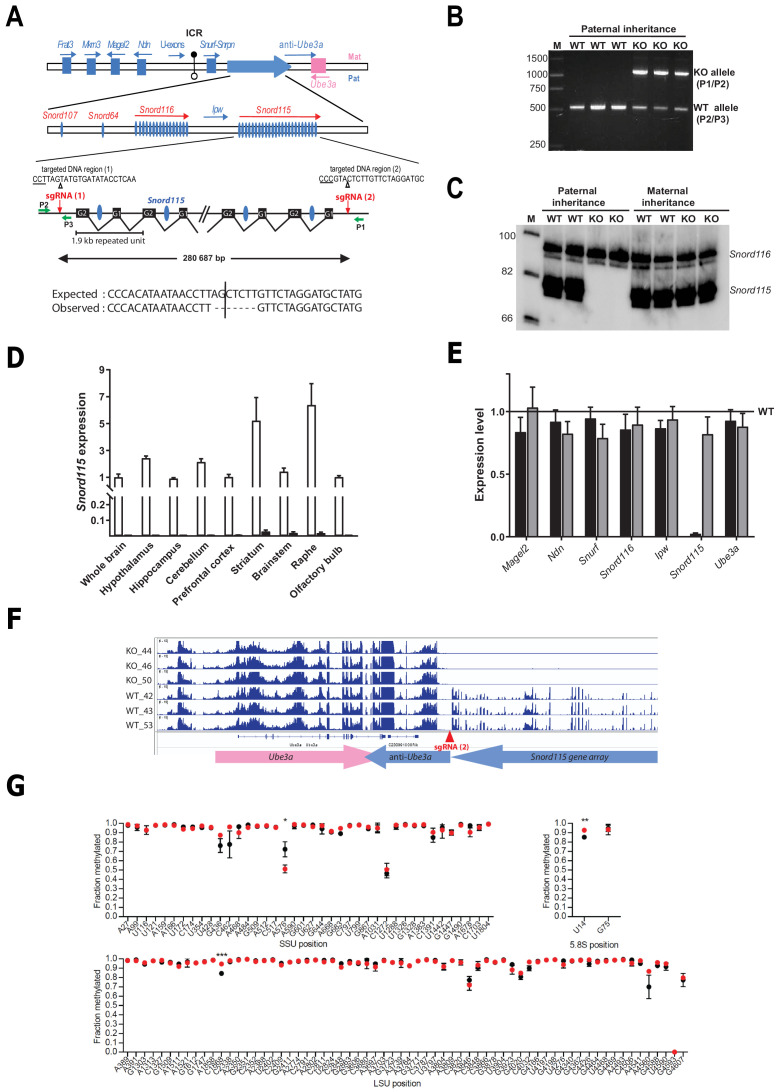
Targeted deletion of the paternally expressed *Snord115* genes. (**A**) Schematic representation of the imprinted *Snurf-Snrpn* region on mouse chromosome 7 c, also commonly known as the imprinted PWS region at human 15q11q13. Paternally expressed and maternally expressed protein-coding genes are symbolized by blue and pink rectangles, respectively. The paternally expressed SNORD gene array composed of *Snord107*, *Snord64* and the tandemly repeated *Snord116* and *Snord115* gene families is depicted by a large, horizontal blue arrow while poorly defined noncoding transcript (U-exons, anti-*Ube3A* and *Ipw*) are denoted with thin arrows. SNORD gene copies are denoted as vertical blue ovals. The Imprinting Centre Region (ICR) that controls imprinted expression over the domain is represented by filled and open lollipops (methylated and un-methylated alleles, respectively). Each *Snord115* gene copy is intron-encoded within a ~ 1.9 kb tandemly- repeated unit spreading over a ~ 280 kb-long noncoding DNA region. The two targeted DNA sequences by sgRNA(1) and sgRNA(2), as well as the theoretical and observed editing events at the deletion junction, are shown. The PAM sequence is underlined and the position of the predicted cleavage sites are indicated (positions 17 and 18 of the sgRNA). The genomic coordinates of the expected deletion is mm10 chr7:59,340,581–59,621,267. Green arrows represent the relative positions of P1, P2, and P3 primers used for PCR genotyping. Scale is not respected. (**B**) PCR genotyping of WT and mutant mice carrying a paternally-inherited deletion using a mixture of P1, P2, and P3 primers. (**C**) Expression of *Snord115* and *Snord116* was assayed (northern blot) in whole brains from heterozygous mice having a paternally- or maternally-transmitted deletion and WT littermates (n = 2 individuals per genotype). (**D**) Black and white bars represent *Snord115* expression (RT-qPCR relative to *Gapdh*) in several brain areas dissected from mice bearing a paternally inherited deletion and WT littermates, respectively (n = 8–12 per genotype). (**E**) Black and gray bars represent expression levels (RT-qPCR relative to *Gapdh*) of flanking imprinted genes in the whole brain of mice bearing a paternally and maternally inherited deletion, respectively (n = 4–6 per genotype). Expression levels of WT were arbitrarily set to 1. (**F**) IGV screenshot showing that a targeted deletion of *Snord115* gene array does not perturb the expression at the *Ube3A*/anti-*Ube3A* gene locus (mRNA-seq datasets generated from hypothalamus; supplementary file 3). (**G**) Methylation levels (RiboMeth-seq) at 2’-O-methylated rRNA sites in WT (black circles) and *Snord115*-deficient (red circles) adult brain (n = 3 per genotype). Nucleotide numbering is according to human rRNA (Krogh et al., 2016). Asterisks indicate statistical significance levels.

**Figure 1—figure supplement 1.**
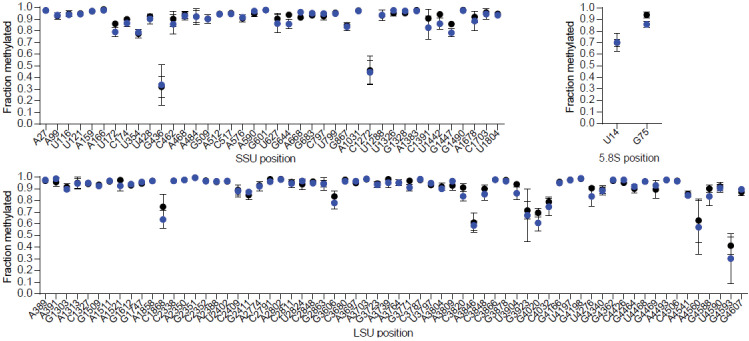
Loss of *Snord116* and *Snord115* does not impact on rRNA methylation profiles in the adult brain. Methylation levels at 2’-O-methylated rRNA sites in adult brains of SNORD116-115-deficient mice (blue circles) and WT littermates (black circles) (n = 3 per genotype), as judged by RiboMeth-seq. Nucleotide numbering is according to human rRNA (Krogh et al., 2016). The SNORD116-115-deficient mouse line will be described elsewhere.

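The stage of these brains is given as adult in this legend, and as E16.5 in the results text, in supplementary file 1 and in the sample labels; they are called E16.5 here. The methods describe RiboMeth-seq for adult brains. For the brains of 3 embryos lacking Snord115 and Snord116, the authors deposited a table with the same kinds of counts and fractions. The total of read ends was 9621368 in brain 1, 12272465 in brain 2 and 20064865 in brain 3. At the 108 sites the median number of read ends expected from the neighbours was 1675, 1924 and 3911, and the smallest was 277, at LSU-C3848 in brain 2. The recomputed fraction equalled the deposited one at all but 1 position. At SSU-G1447 (position 1449 of mouse 18S rRNA) of brain 3 the deposited fraction is 0.825, where the counts give 0.822. The KO mean in the authors' deposited table differs from the mean of the 3 brains at 12 sites, SSU-G1447 among them. At the other 11 it equals the mean obtained when 1 brain, or 2 brains at LSU-U3904, is scored on the 5' ends alone.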

### The repertoire of 2’-O-methylations of ribosomal RNAs remains unchanged in the adult brain of *Snord115*-deficient mice

*Snord115* is a massively-expressed, neuronal-specific SNORD that stably associates with the 2’-O-methyltransferase Fibrillarin in vivo and accumulates in the nucleolus (Bortolin-Cavaillé and Cavaillé, 2012; Cavaillé et al., 2000). Yet, it lacks an antisense element that can guide Fibrillarin to rRNA targets, arguing against a direct role in specifying neuronal-specific rRNA 2’-O-methylation(s). In agreement with this assumption, our recent study failed to identify any brain-specific methylation rRNA sites (Hebras et al., 2020). We nevertheless hypothesized that high *Snord115* levels in neurons may impact on rRNA methylation profiles, possibly by modulating the availability of other SNORD-associated binding proteins. To address this, RiboMeth-seq was applied to adult whole brains from WT and *Snord115*-deficient mice. 

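The measured quantity was the methylated fraction of each rRNA nucleotide in 3 adult whole brains of Snord115-KO mice. RiboMeth-seq rests on alkaline cleavage of RNA, which a 2'-O-methyl group on the ribose blocks. A methylated nucleotide therefore has fewer fragment ends than its neighbours. The methods give 5 µg of total RNA per sample, fragments of 20–40 nt and sequencing on an Ion Proton. The authors deposited, for each brain, the counts of 5' and 3' read ends at 6758 positions, of which 1871 belong to 18S, 4731 to 28S and 156 to 5.8S rRNA. They also deposited a fraction between 0 and 1 for each position. It is 1 minus the read ends at the position (5' plus 3') over the weighted mean of the 6 neighbours on each side, and is set to 0 where negative. The weights fall from 1.0 for the nearest neighbour to 0.5. The fraction was recomputed from the counts and equalled the deposited one within 1e-05 at all 6722 positions with enough neighbours, in each of the 3 brains. The total of read ends was 13916180, 18319469 and 11179703 in brains 1, 2 and 3. The authors' deposited table lists 108 methylated sites, 40 in 18S, 66 in 28S and 2 in 5.8S rRNA, in human numbering. At these sites the read ends expected from the neighbours had medians of 2260, 3182 and 1978 in brains 1, 2 and 3, and were 570 or more in every brain. Errors are given as the SD between brains. The WT brains are not among the samples of the series, so that WT values are quoted as the means and SDs in the authors' deposited table. For 6 sites the KO mean in the authors' deposited table differs by more than 0.0001 from the mean of the 3 brains, and the table calls some sites barcode corrected. At these 6 sites, it equals the mean obtained when 1 of the 3 brains is scored on its 5' ends alone. Values given for the Snord115-KO adult brain are means of the 3 brains as deposited. The tables hold rRNA positions only, so the loss of Snord115 was not read from these libraries.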

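Loss of Snord115 left most rRNA sites of the adult brain highly methylated. In the Snord115-KO brains, 104 of the 108 sites had a mean fraction of 0.75 or more and 92 had 0.90 or more, with a median of 0.963. In the authors' deposited table, the KO and WT means had a Pearson correlation of 0.935 across the 108 sites, which are not independent replicates. The correlation includes LSU-G4593, at 0 in both means and far from the other sites, and was not computed without it. The median size of the difference between KO and WT in the authors' deposited table was 0.0107. It was over 0.05 at 13 sites and over 0.1 at 5 sites. Differences of more than 0.05 that were also over 2 times the larger of the authors' deposited SDs were found at SSU-A576, SSU-G683, LSU-C1868, LSU-C4032 and 5.8S-U14, a criterion chosen after the values were seen.
SSU-A576 lies at position 578 of mouse 18S rRNA, at the centre of UCCACUUUAAAUCCUUUAACG. Its fraction in the Snord115-KO brains was 0.5102 ± 0.0523 (SD, n = 3). The 3 brains gave 0.5002, 0.567 and 0.464, from 935, 1488 and 964 read ends against 1871, 3435 and 1797 expected. Scored on the 5' ends alone the mean was 0.526, and on the 3' ends alone 0.50. The authors' deposited table gives a WT mean of 0.722 (the authors' deposited SD, 0.081), so that KO minus WT was -0.212, the largest difference of the 108 sites.
LSU-C1868, at position 1684 of mouse 28S rRNA in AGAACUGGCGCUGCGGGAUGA, had a fraction of 0.946 ± 0.010 (SD, n = 3) in the Snord115-KO brains, from 108, 156 and 94 read ends against 1757, 3606 and 1626 expected. The WT mean in the authors' deposited table is 0.844 (the authors' deposited SD, 0.011). KO minus WT was 0.102 there, which ranked 5 by size. The site is followed by U, as is LSU-C4032 (KO minus WT 0.068 in the authors' deposited table), and the KO mean in the authors' deposited table was higher than the WT mean at 23 of the 27 sites followed by U, a grouping chosen after the values were seen. No read ends of the WT brains were used, so it was not tested whether these differences come from the WT libraries.
5.8S-U14, in CUCUUAGCGGUGGAUCACUCG, had a fraction of 0.928 ± 0.003 (SD, n = 3), with 242, 365 and 212 read ends where 3491, 4982 and 2853 were expected. It rests on 5' ends, since fragments of 20–40 nt leave almost no 3' ends this close to the start of the rRNA. For WT the authors' deposited table gives 0.852 (the authors' deposited SD, 0.019), and KO minus WT was 0.075, rank 6. The differences with ranks 2, 3 and 4 in the authors' deposited table, 0.189 at SSU-C462, 0.167 at LSU-A4560 and 0.112 at SSU-G436, came with larger WT SDs of 0.144, 0.126 and 0.074.
KO was not tested against WT here, and 3 brains against 3 could not give a two-sided exact permutation p under 0.1. In human rRNA, SNORD93 guides SSU-A576 and SNORD71 guides 5.8S-U14. Mouse Snord93 lies on chromosome 5 of mm10 (23852210 to 23852280, in 2700038G22Rik) and Snord71 on chromosome 8 (109839295 to 109839379, in Ap1g1). Both are outside the expected deletion on chromosome 7 (59340581 to 59621267), where the annotation places 137 genes wholly inside, all of them snoRNA genes. Snhg14 (59307924 to 59975759) spans the whole deletion.

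**Figure D1:**
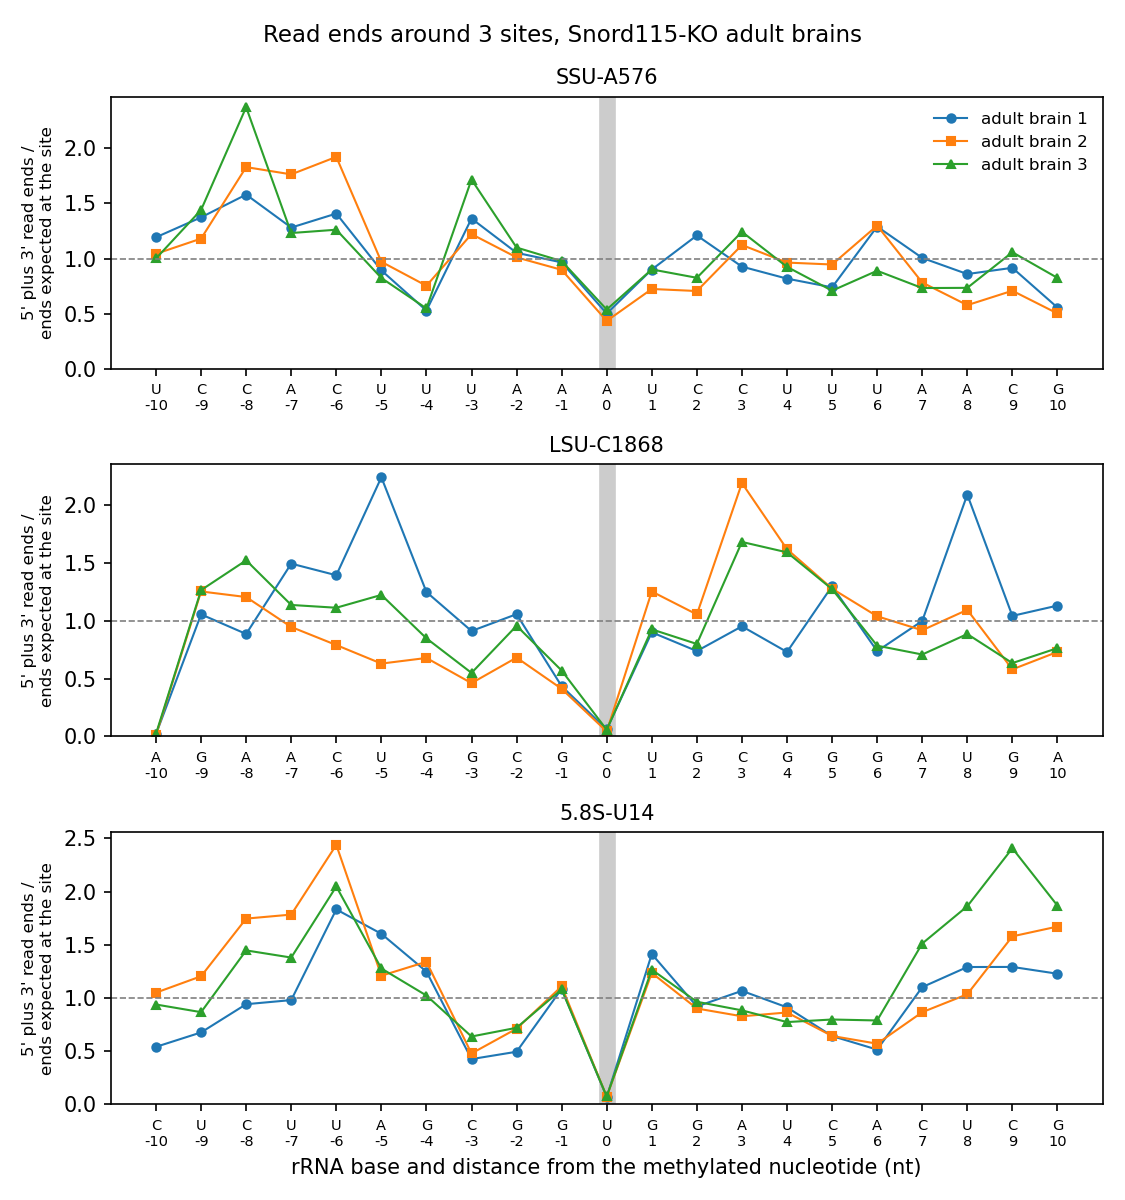
Read ends (5' plus 3') at each nucleotide from 10 nt before to 10 nt after SSU-A576, LSU-C1868 and 5.8S-U14, divided by the read ends expected at the site, in the 3 Snord115-KO adult brains (1 line per brain, the site marked by the grey bar). Read ends at the site fall close to 0 at LSU-C1868 and 5.8S-U14 in every brain, and at SSU-A576 they stay between 0.433 and 0.536 of the expected number.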

As reported in Figure 1G, the overall rRNA methylation patterns were comparable between WT and *Snord115*-KO brain, with only slight changes in methylation levels at a few rRNA sites: SSU-A576, LSU-C1868, and 5.8S-U14. Since methylation levels at these three positions were unaffected in the developing (E16.5) brain of another mouse model where *Snord115* and *Snord116* genes are simultaneously deleted (Figure 1—figure supplement 1 and supplementary file 1), we thus conclude that neither *Snord115*, nor *Snord116* play a prominent role in ribose methylation of rRNAs.

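In the Snord115-Snord116-KO E16.5 brain, SSU-A576 and 5.8S-U14 had fractions close to those of WT embryos, while LSU-C1868 was lower than in WT by about the spread between brains. SSU-A576 had a fraction of 0.916 ± 0.015 (SD, n = 3), and the authors' deposited table gives 0.907 for WT (the authors' deposited SD, 0.033). At 5.8S-U14 the fraction was 0.702 ± 0.097 (SD, n = 3), beside 0.7002 for WT in the authors' deposited table (the authors' deposited SD, 0.032). By size of the difference between KO and WT in the authors' deposited table, these sites ranked 68 and 98 of the 108. LSU-C1868 had a fraction of 0.637 ± 0.095 (SD, n = 3), with 0.738, 0.550 and 0.622 in the 3 brains. The WT mean in the authors' deposited table is 0.746 (the authors' deposited SD, 0.107). KO minus WT was thus -0.109, which ranked 2 by size and was opposite in sign to the difference in the adult brain. The fraction of LSU-C1868 depended on the read ends counted. It was 0.940 ± 0.017 (SD, n = 3) on the 5' ends alone and 0.564 ± 0.120 (SD, n = 3) on the 3' ends alone at E16.5, where the adult Snord115-KO brains gave 0.933 and 0.9497. For SSU-A576 at E16.5 the 5' ends gave 0.928 and the 3' ends 0.909.
Over all 108 sites, 95 had a mean fraction of 0.75 or more at E16.5, and the median was 0.928. In the authors' deposited table, which holds corrected means, 98 sites in KO and 99 in WT reached 0.75 at E16.5. KO and WT means in the authors' deposited table had a Pearson correlation of 0.969 across sites, with a median size of the difference of 0.0134. The difference in the authors' deposited table was over 0.05 at 16 sites, and over 2 times the larger of the authors' deposited SDs at 5 sites, where the adult comparison had 18. Both criteria were met at 2 sites at E16.5, SSU-G1447, named after its values were seen, and 5.8S-G75. For SSU-G1447 this depends on the form of the SD. Its difference of -0.0748 is under 2 times the SD of the KO brains as computed here, 0.0429. At both sites, the KO fraction was lower on the 3' ends than on the 5' ends. SSU-G1447, followed by A, had 0.844 ± 0.039 on the 5' ends alone and 0.624 ± 0.191 on the 3' ends alone (SD, n = 3), with a WT mean of 0.858 in the authors' deposited table (the authors' deposited SD, 0.014). At 5.8S-G75, followed by C, the 5' ends gave 0.945 ± 0.007 and the 3' ends 0.837 ± 0.042 (SD, n = 3), with a WT mean of 0.942 in the authors' deposited table (the authors' deposited SD, 0.026). The KO means to set beside these WT means are those of the same table, 0.783 at SSU-G1447 and 0.860 at 5.8S-G75. No read ends of the WT brains were used, so WT values on the 5' ends alone are not known here. The KO mean in the authors' deposited table was lower than the WT mean at 21 of 21 sites followed by C and 14 of 18 followed by A at E16.5. The paper reasons that the positions changed in the adult Snord115-KO brain were unchanged in embryos without either gene family, and concludes from this that Snord115 and Snord116 have no prominent part in the ribose methylation of rRNA.

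**Figure D2:**
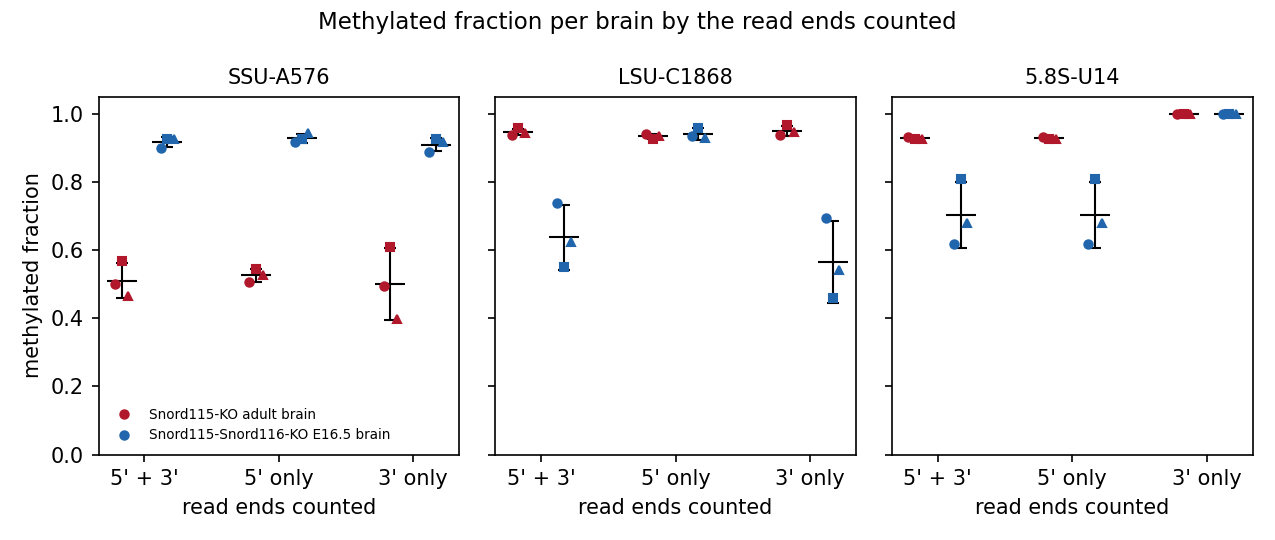
Methylated fraction (0 to 1) of SSU-A576, LSU-C1868 and 5.8S-U14 from both kinds of read ends, the 5' ends only and the 3' ends only. Each point is 1 brain (red, Snord115-KO adult; blue, Snord115-Snord116-KO E16.5), and the bars show the mean and SD of 3 brains. At LSU-C1868 the groups lie apart on the 3' ends (0.9497 and 0.564) and together on the 5' ends (0.933 and 0.940). For 5.8S-U14 the value of 1 on the 3' ends reflects their near absence.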

### *Snord115* does not influence alternative RNA splicing of *Htr2c* pre-mRNA

The *Htr2c* pre-mRNA is alternatively spliced through the use of two 5’ donor splice sites (5’-SS) (Figure 2A). The regular 5’-SS generates RNA2 encoding the full-length receptor while a cryptic 5’-SS yields an alternatively spliced transcript (RNA1) that generates a truncated, presumably non-functional receptor. The binding of *Snord115* nearby the cryptic 5’-SS was proposed to favor the production of RNA2 (Cavaillé et al., 2000; Doe et al., 2009; Garfield et al., 2016; Kishore and Stamm, 2006). According to this model, the RNA2-to-RNA1 ratio should decrease in the absence of *Snord115*. As shown in Figure 2B, the steady state levels of *Htr2c* mRNAs, as assayed by a couple of primers matching the 5’-UTR, were globally unchanged in whole brain as well as in eight manually-dissected brain regions of adult *Snord115*-deficient mice. Only striatum showed a significant increase in *Htr2c* mRNA abundance, as compared to WT. We then tested the lack of *Snord115* on alternative splicing of *Htr2c* pre-mRNA by measuring the RNA2-to-RNA1 ratio by RT-qPCR. Again, lack of *Snord115* did not cause any obvious changes in the profiles of alternative splicing, including in spinal cord (Figure 2C -left). Adult hypothalamus even displayed a slight increase in the RNA2-to-RNA1 ratio. This effect was, however, not seen in another independent cohort (not shown). As controls, and in agreement with previous findings (Canton et al., 1996), choroid plexus showed highest RNA1 level as compared to hypothalamus (Figure 2C -right), thus indicating that our RT-qPCR procedure is capable of detecting changes in the RNA2-to-RNA1 ratio. Finally, we demonstrated unaltered alternative splicing of hypothalamic *Htr2c* pre-mRNAs by RT-PCR analysis with a pair of primers that simultaneously detected RNA2 and RNA1 (Figure 2D). Thus, our findings do not support a central role of *Snord115* in modulating alternative splicing of *Htr2c* pre-mRNA in vivo.

**Figure 2.**
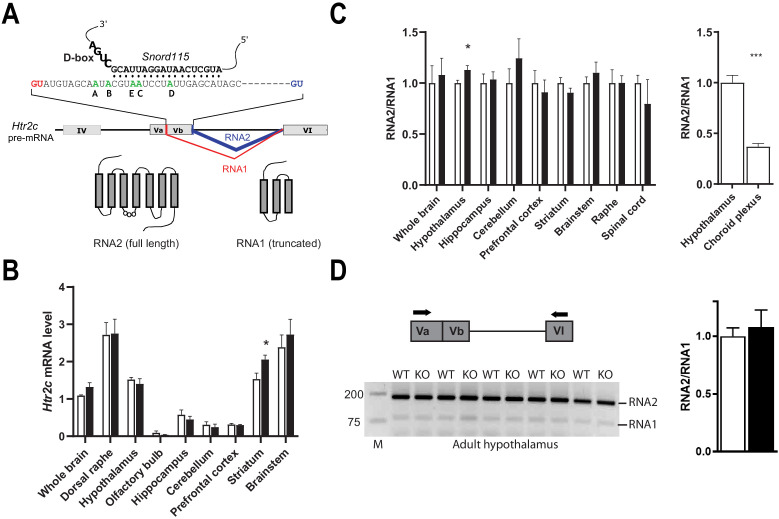
Alternative RNA splicing of *Htr2c* pre-mRNA remains unaffected in *Snord115*-deficient brains. (**A**) Through the use of regular (blue) and alternative (red) 5’ splice sites, RNA splicing of *Htr2c* pre-mRNA generates RNA2 and RNA1 transcripts that encode full length and truncated HTR2C receptor, respectively. *Htr2c* pre-mRNA undergoes A-to-I RNA editing at ﬁve adenosines (green), denoted as the A, B, C, D, and E editing sites. *Snord115* has the potential to target the C-site for 2’-O-methylation, that is the position paired to the fifth nucleotide upstream of the D-box (CUGA). (**B**) Black and white bars represent *Htr2c* mRNA expression levels (RT-qPCR relative to *Gapdh*) in whole brain and manually dissected brain regions of *Snord115*-deficient mice and WT littermates, respectively (n = 5–8 per genotype). (**C**) Left: Black and white bars show the RNA2-to-RNA1 ratio (RT-qPCR) in whole brain and manually dissected brain regions of adult *Snord115*-deficient mice and WT littermates, respectively (n = 6 per genotype). RNA2-to-RNA1 ratios in WT were set to 1. Right: Histograms show the RNA2-to-RNA1 ratio (RT-qPCR) in hypothalamus and choroid plexus of adult WT mice, respectively (n = 5–6 per tissue). The RNA2-to-RNA1 ratio in hypothalamus was set to 1 (**D**) Left: Ethidium bromide staining of RT-PCR products obtained in hypothalamus of *Snord115*-deficient and WT littermates using a pair of primers (horizontal black arrows) that simultaneously detect RNA2 and RNA1, as illustrated above the gel. M, Marker (bp). Right: intensity of PCR signals was quantified and RNA2-to-RNA1 in WT was set to 1.

### The lack of *Snord115* has a weak impact on RNA editing of *Htr2c* pre-mRNA

Through the action of ADAR2 and ADAR1, *Htr2c* pre-mRNA undergoes site-specific A-to-I RNA editing at five adenosines clustered in exon V: the A-, B-, C-, D-, and E- sites (Figure 3A -top; Burns et al., 1997). Strikingly, *Snord115* is predicted to target the C-site for 2’-O-methylation (Figure 2A; Cavaillé et al., 2000). Inosines are interpreted as guanosines during translation and, accordingly, these nucleotide changes result in alteration of three amino acids positioned within the second intracellular loop of the receptor. The protein recoding events lead to the production of 24 different HTR2C receptors translated from 32 distinct mRNAs. Remarkably, RNA editing influences HTR2C response with increased RNA editing correlating with diminished G-protein coupling efficacy and reduced constitutive activity. Of note, editing at the C- and E-sites plays a pivotal role in modulating the HTR2C signaling pathway (Berg et al., 2001; Burns et al., 1997; Fitzgerald et al., 1999; Niswender et al., 1999; Wang et al., 2000). Given that introducing a 2’-O-methylation at an editing site specifically decreases ADAR-mediated deamination in vitro (Yi-Brunozzi et al., 1999), we logically anticipated that editing at the target C-site should increase in *Snord115*-deficient mice as previously proposed based on artificial, non-neuronal cell systems (Vitali et al., 2005). To address this, we quantified A-to-I RNA editing in whole brain and spinal cord as well as in eight manually dissected brain regions using deep sequencing of cDNA of spliced *Htr2c* mRNA followed by scoring A-to-G mismatches between RNA-seq reads and genomic sequence (Figure 3A -lower part). This high-throughput sequencing method allows reliable analyses of RNA editing (Morabito et al., 2010b). Indeed, given the high sequencing coverage (~1 million reads per genotype) and the substantial number of mice analyzed (n = 8–12 per genotype), there was little inter-mouse variability, with highly similar editing patterns to those previously published: the A, B, and D sites being more edited compared to C and E sites (Abbas et al., 2010; Morabito et al., 2010b). Our analyses showed that editing frequencies at each of the five individual sites remained globally unaltered in *Snord115*-KO mice. Nevertheless, we identified a few alterations at a magnitude ranging from 1 to 4%, particularly in the hypothalamus, brainstem, and raphe (Figure 3B). Regarding the relative proportions of *Htr2c* isoforms (Figure 3C), we observed altered expression for 44 isoforms, with most of them (28 out of 44) corresponding to lowly expressed *Htr2c* transcripts accounting for less than 5% of the total. These changes could not have been anticipated in a straightforward manner based on the most parsimonious interpretation stating that *Snord115* targets the C-site for 2’-O-methylation (Cavaillé et al., 2000; Vitali et al., 2005). Because *Htr2c* RNA editing increases over time, from embryogenesis to adulthood (Wahlstedt et al., 2009), we reasoned that lack of *Snord115* could be more detrimental during dynamic changes in RNA editing. We thus quantified editing at E16.5 of development in whole brain as well as in hypothalamus, cortex, and hippocampus. As expected, adult tissues displayed an overall increase in editing as compared to their E16.5 counterparts. However, the comparison of *Snord115*-deficient samples with WT did not reveal any significant differences in editing levels at any of the five sites, except for slight increase at the B-site and a very few changes in mRNA isoforms for prefrontal cortex (Figure 3—figure supplement 1). Finally, *Htr2c* RNA editing profiles also remained largely unaltered in hypothalamus of adult mice chronically treated with the preferential HTR2C agonist meta-chlorophenylpiperazine (mCPP), or even in P1 or adult hypothalamus of mice simultaneously deleted for *Snord115* and *Snord116* genes (Figure 3—figure supplement 1). Altogether, our high-throughput sequencing strategy found little support for a pronounced effect of *Snord115* on the regulation of *Htr2c* RNA editing in vivo and the functional relevance, if any, of the observed small magnitude changes remain uncertain.

**Figure 3.**
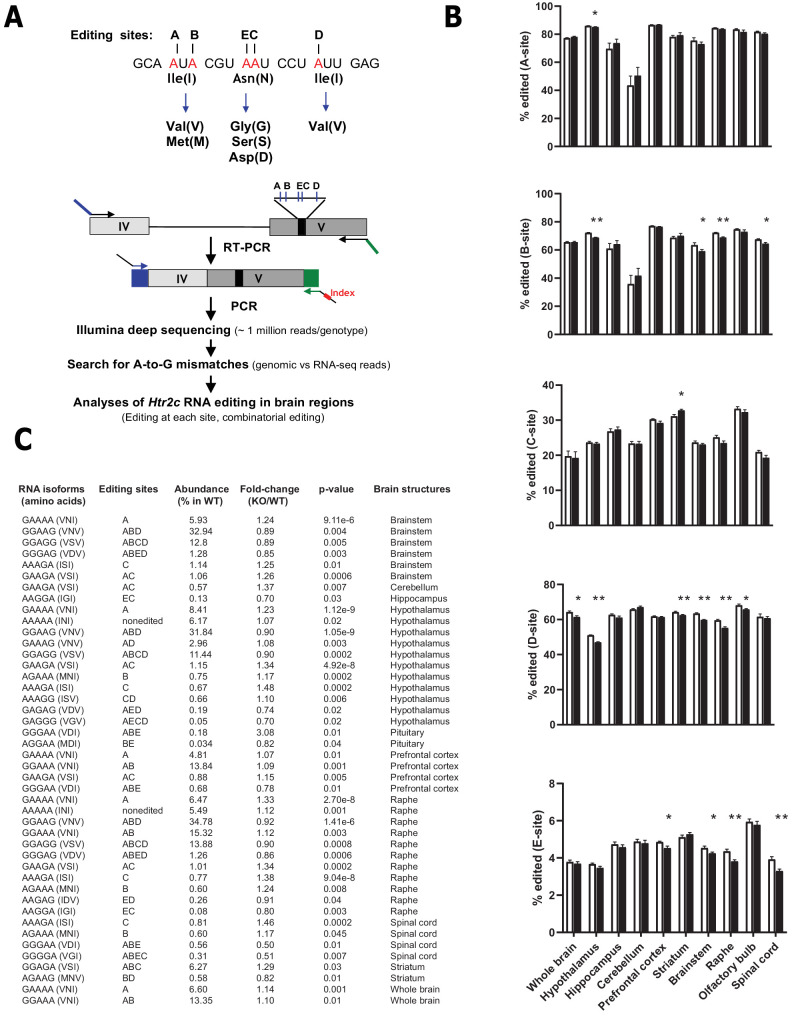
Loss of *Snord115* has a mild influence on *Htr2c* RNA editing profiles. (**A**) Upper part: sequence-specific A-to-I RNA editing alters the genetic information embedded in exon V of *Htr2c* mRNA. Lower part: High-throughput sequencing method to measure RNA editing of *Htr2c* mRNA. (**B**) Percentage of RNA editing at each individual site in whole brain, spinal cord as well as in eight manually dissected brain regions of *Snord115*-deficient (black bars) mice and WT littermates (white bars; n = 9–12 per genotype). (**C**) The table lists significant changes (p<0.05) in the proportion of *Htr2c* isoforms in *Snord115*-deficient brain regions as indicated by the KO-to-WT ratio. The relative abundance of differentially expressed *Htr2c* isoforms, as measured in WT, is also indicated (%).

**Figure 3—figure supplement 1.**
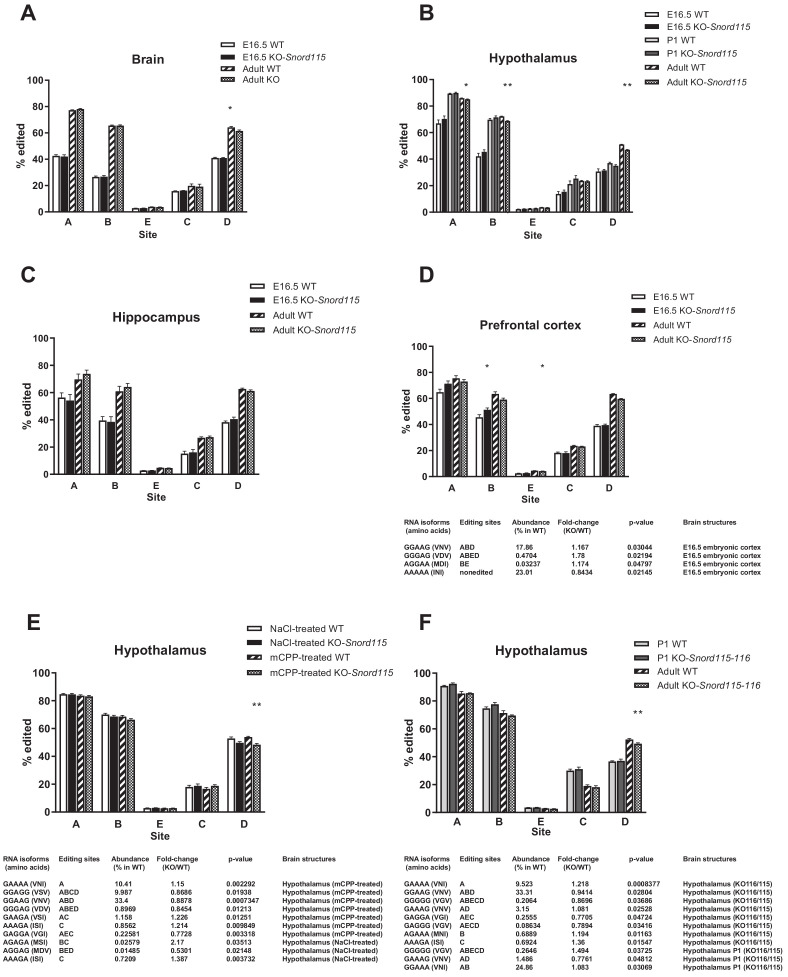
Loss of Snord115 and/or Snord116 has a mild impact on Htr2c RNA editing during development or after chronic mCPP treatment. (**A-D**) Loss of *Snord115 *has a weak impact on *Htr2c *RNA editing profiles in developing (E16.5 or P1) brain. (**A**) Histograms show the percentage of RNA editing at each individual site in the developing brain (**A**), hypothalamus (**B**), hippocampus (**C**) and prefrontal cortex (**D**) of *Snord115*-deficient embryos and their WT littermates. Histograms showing RNA editing in the adult (see also Figure 3) are also shown for comparison. A four-way ANOVA shows that RNA editing rates increase during development (p<2 × 10^−16^), it depends on the brain area (p<2 × 10^−16^) and the editing site being considered (p<2 × 10^−16^), but there is no significant effect of genotype (WT vs. KO; p=0.3671). (**E**) Loss of *Snord115* has a weak impact on *Htr2c *RNA editing in the adult hypothalamus after chronic mCPP treatment. Histograms show the percentage of RNA editing at each individual site in the hypothalamus of adult *Snord115*-deficient mice and WT littermates treated with mCPP or saline (0.9% NaCl) solutions (twice a day for 5 consecutive days; i.p. 5 mg/kg; n = 7–5 per genotype). Note that changes in RNA editing isoforms in control mice treated with saline solution differs from those observed with home-cage mice (Figure 3). (**F**) The simultaneous loss of *Snord115* and *Snord116 *has a weak impact on *Htr2c* RNA editing in P1 and adult hypothalamus. Histograms show the percentage of RNA editing at each individual site in adult and P1 hypothalamus of *Snord115-116*-deficient mice and their WT littermates (n = 6–8 per genotype). D-F: The tables list significant changes in the proportion of *Htr2c* edited isoforms. The relative abundance of these differentially expressed *Htr2c* spliced isoforms, as measured in WT, is indicated (%). A-F: Statistically significant differences between WT and SNORD-KO mice are indicated as *p<0.05 and **p<0.01.

### *Snord115*-deficient mice display normal emotional responses and sociability

We then sought to determine whether deleting the brain-specific *Snord115* genes is associated with behavioral and/or metabolic abnormalities. Because altered HTR2C signaling, including abnormal RNA editing, is linked to anxiety disorders and depressive states (Chagraoui et al., 2016; Heisler et al., 2007; Mombereau et al., 2010; Spoida et al., 2014), we first subjected a cohort of 8–12 week-old *Snord115*-deficient and WT mice to the open field (OF) test. This classical behavioral test simultaneously measures novelty-induced exploration and certain components of anxiety. As judged by the distance travelled (Figure 4A -left), the exploratory drive and locomotion were not altered in *Snord115* mutant mice. Anxiety levels of *Snord115*-KO mice were also in the normal range, as evidenced by the number of entries (not shown) and time spent (Figure 4A -right) in the central zone of the OF considered as anxiogenic for rodents. The normal status of anxiety was further confirmed through the elevated plus maze (EPM) test, a cross-shaped platform that consists of two open and two closed arms elevated from the floor. Here, anxiety-like behavior is reflected by avoidance of the two open (anxiogenic) arms. Again, the frequencies of entry (not shown) and time spent (Figure 4B) in the open arms of *Snord115*-deficient mice were found indistinguishable from that of their WT littermates.

**Figure 4.**
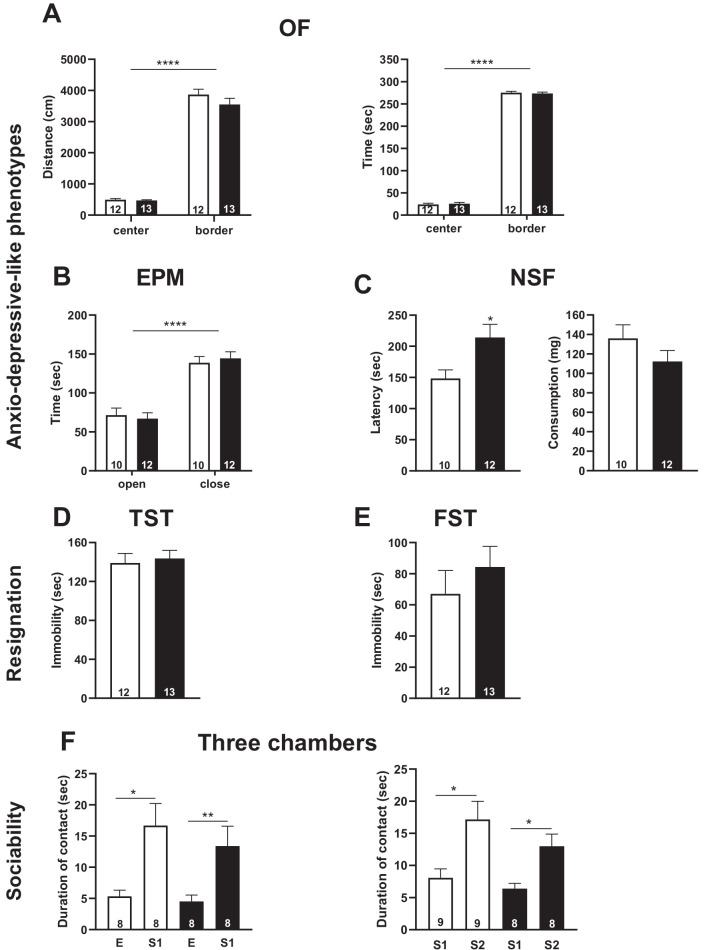
*Snord115*-deficient mice do not display abnormal anxio-depressive-like phenotypes and show normal response to sociability stimuli. Cohorts of adult *Snord115*-deficient males (black bars) and their WT littermates (white bars) were subjected to Open field (**A**), Elevated plus maze (**B**), Novelty supressed feeding (**C**), Tail suspension (**D**), Forced swimming (**E**) and Three chambers (**F**) tests. The number of individuals analyzed are indicated within histograms. Note that due to tracking issues, one WT individual was omitted from analysis (4F-left-panel). None of these analyses showed a significant effect of genotype (ANOVA p-values>0.05 for genotype in each panel).

To evaluate other forms of emotional response, the novelty-suppressed feeding (NSF) test was used. In this test, overnight food-deprived mice are exposed to a novel, illuminated environment in which a pellet of food is presented in the center. Under these conditions, any delay in food consumption is interpreted as mixed anxio-depressive-like behaviors. Interestingly, *Snord115*-KO mice showed an increase in the latency to feed compared to WT (Figure 4C -left). These results cannot be attributable to change in hunger since food consumption in the home cage 5 min after the test showed no differences between both groups (Figure 4C -right). This prompted us to employ two additional tests - the tail suspension (TST) and forced swim (FST) tests - that also interrogate a core symptom of depression such as resignation. In TST, mice are suspended by their tails with impossibility to hold onto nearby surfaces while in FST they are placed in an inescapable tank filled with water. In both paradigms, the escape behavior is monitored with immobility time used as a read-out of despair-like phenotype. As shown in Figure 4D and E, the duration of immobility of *Snord115*-deficient mice were similar to that of WT. Collectively, even though altered behavior was apparent in NSF, we nevertheless consider that *Snord115*-deficient mice are able to mount a normal emotional response when exposed to various acute stressors.

Mice expressing the fully edited (VGV), less active HTR2C receptor display elevated levels of social interaction including increased aggressive behaviors (Martin et al., 2013). We then investigated the sociability of *Snord115*-deficient mice through the three-chamber test. During the habituation session for which there is no additional mouse in the cages, WT and mutant mice contacted equally the two empty (E) compartments, thus excluding any bias for one of the two compartments (not shown). The day after, a non-familiar mouse (S1) was introduced in one of the two compartments and time spent interacting with S1 over E1 was used as an index of sociability. As shown in Figure 4F -left, both WT and *Snord115-*deficient mice spent more time in contacting S1 with no difference between the two genotypes. Of note, we did not detect any apparent signs of aggression. Finally, we also tested the preference for social novelty by introducing another stranger (S2) mouse. Again, we did not find any differences between WT and KO mice with, as expected, both genotypes interacting more with the novel intruder (S2) than the familiar one (S1) (Figure 4F -right). Taken together, these observations showed that social preference and recognition are unchanged in *Snord115*-KO mice.

### *Snord115*-deficient mice show normal spontaneous food intake and energy balance on chow diet

*Snord115* is expressed in most, if not all, pro-opiomelanocortin (*Pomc*) neurons in the arcuate nucleus (ARC) of the hypothalamus (supplementary file 2). The activation of HTR2C in ARC *Pomc* neurons, but also in nucleus of the solitary tract, promotes satiety and it also regulates body weight, energy balance, and glucose homeostasis (Berglund et al., 2013; D'Agostino et al., 2018; Heisler et al., 2002; Xu et al., 2010; Xu et al., 2008; Zhou et al., 2007). We then examined feeding behaviors and energy balance. We found that body weights (Figure 5A) and body composition (Figure 5B) of 8-week-old adult *Snord115*-KO mice were in the normal range as compared to WT littermates. Moreover, blood glucose levels were also unaffected and, after a bolus administration of glucose, WT and *Snord115*-deficient mice displayed the same ability to regulate a glucose load (Figure 5C). Food intake of *Snord115*-KO mice was then automatically quantified over a 24 hr period using the TSE Phenomaster system. Both daily and nightly food intake (Figure 5D), as well as physical activity (Figure 5E), remain unaffected in mutant mice while, as expected, increased food consumption and elevated locomotion during the dark phases. Finally, indirect calorimetry did not detect any defect in energy expenditure (Figure 5F) or respiratory exchange ratio (RER; Figure 5G), either during daylight or at night. Thus, feeding behavior and energy metabolism are unlikely to be disrupted by loss of *Snord115*.

**Figure 5.**
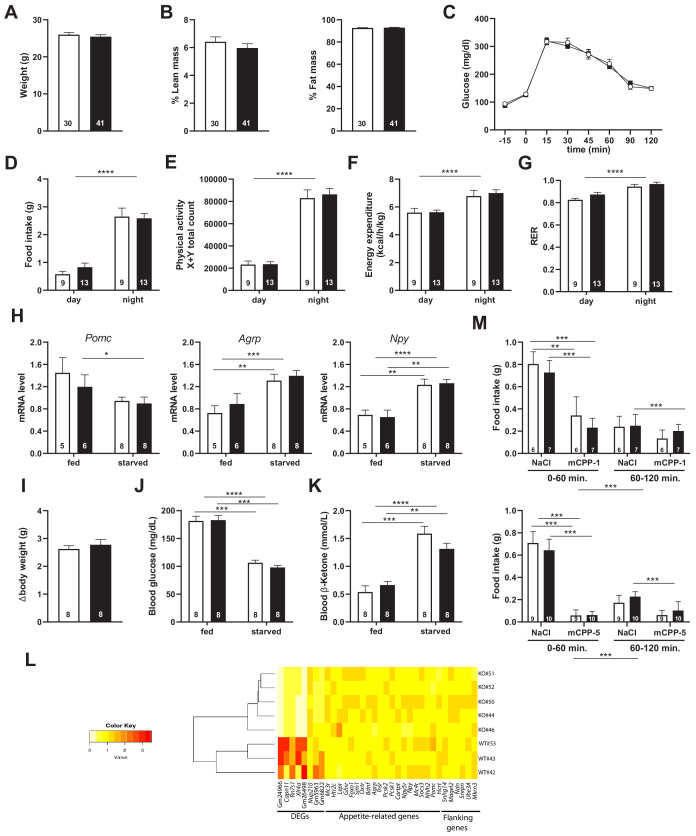
*Snord115*-deficient mice show regular homeotic feeding behavior and energy balance. Body weight (**A**) and body composition measured by EchoMRI (**B**). Glucose tolerance test (GTT) of overnight (16 hr) fasted *Snord115*-deficient mice (n=14) and their WT littermates (n=9) (black and white squares, respectively). The graph represents the fate of glucose versus time after i.p. glucose administration (**C**). Food intake (**D**), spontaneous locomotion (**E**), energy expenditure (**F**), and respiratory exchange ratio (**G**) of *Snord115*-deficient mice and WT littermates were measured using the TSE PhenoMaster System. (**H-K**): *Snord115*-deficient mice and WT littermates were overnight (18 hr) starved. Expression levels of *Pomc, Agrp* and *Npy* mRNAs in hypothalamus were measured (RT-qPCR relative to *Gapdh*) (**H**). Weight loss after fasting (**I**), blood glucose (**J**) and ketone bodies (**K**) levels were measured in the fed and starved states. (**L**) Heatmap of the normalized mRNA-seq read counts from a list of genes of interest, as indicated below the panel. The normalized expression for each gene (column) and each genotype (row) is represented by colour code (yellow, lower value; red, higher value). Note that Gm24966 and Gm26498 match the deleted region. (**M**) *Snord115*-deficient mice and WT littermates were overnight (16 hr) starved and food intake of mCPP- and NaCl-treated mice was recorded using the TSE Phenomaster system during the first and second hour after treatment. mCPP was i.p. administered (1 mg/kg, M-top) or (5 mg/kg, M-bottom). White and black bars represent WT and *Snord115*-deficient mice, respectively. The number of individuals analysed are indicated within histograms. None of the analyses in panels A-K and M showed a significant effect of genotype (ANOVA p-values>0.05 for genotype in each panel).

### *Snord115*-deficient mice display normal response to starvation

The normal daily food intake of *Snord115*-deficient mice when nutrients are constantly available does not rule out potential deficiencies upon food deprivation. We then assessed response of *Snord115*-KO mice after 18 hr (overnight) fasting. This was first done by measuring the steady-state levels of three ARC mRNAs encoding appetite-associated neuropeptides whose expression is affected by fasting (Baldini and Phelan, 2019; Henry et al., 2015). Figure 5H shows that our starvation procedure led, as expected, to an increase in the hypothalamic expression of the orexigenic *Npy* and *Agrp* peptide encoding mRNAs in WT mice while expression of the anorexigenic *Pomc* peptide encoding mRNA exhibited a tendency to decrease. Remarkably, the three above-mentioned mRNAs were roughly similarly regulated in *Snord115*-deficient mice during fasting. The overall physiological response to fasting was also unaffected, as evidenced by body weight loss (Figure 5I), decreased glucose levels (Figure 5J) and increased ketone level (Figure 5K). Finally, mRNA-seq also showed that, in the absence of *Snord115*, global gene expression in hypothalamus of mice fed on regular chow diet is unaffected compared to WT. Indeed, we only uncovered eight differentially expressed transcripts (DEG) with two of them matching the deleted genomic region (supplementary file 3). Hence, the expression of several key appetite-related genes, as well as that of the neighbouring imprinted genes, was in the normal range (Figure 5L). These data suggest that *Snord115*-deficient mice respond normally to starvation and do not present any apparent defects in hypothalamic gene circuits of the melanocortin pathway.

### *Snord115*-deficient mice respond normally to the appetite-suppressant actions of the HTR2C agonist

HTR2C is the main, if not the sole, target on which the preferential HTR2C agonist mCPP exerts its appetite-suppressant effects (Berglund et al., 2013; Tecott et al., 1995). We then reasoned that *Snord115*-deficient mice should display an attenuated mCPP response, that is a decreased sensitivity to the actions of mCPP. Vehicle (saline solution) or mCPP were administrated intra-peritoneally to 16 hr fasted WT and KO mice. Chow diet was then reintroduced 30 min later and the amount of food consumed was recorded using the TSE Phenomaster system during the first and second hour following food presentation. Figure 5M (upper and lower panels) shows that food intake of NaCl-treated *Snord115*-deficient mice was similar than that of WT littermates, indicating that homeostatic feeding is normal. This was consistent with unaffected neural circuits of the melanocortin pathway as described above. As expected, food intake of mCPP-treated WT and KO mice was severely and dose-dependent reduced during the first hour as compared to controls (50% and 90% decrease following administration of 1 and 5 mg/kg of mCPP, respectively). Given that anorectic responses of mCPP remained in the same range in both genotypes, loss of *Snord115* does not perceptibly disturb the hypothalamic HTR2C signaling cascade in vivo, at least when fast-induced food intake is used as a read-out.

### *Snord115*-deficient mice behave normally upon high-fat diet

We next asked whether metabolic stressors, such as long-term exposure to high-fat diet (HFD), may reveal deficiencies in feeding behavior and/or energy homeostasis not seen on regular chow diet. A cohort of 8- to 12 week-old adult mutant and WT mice were then subjected to HFD (60% lipid) for 24 weeks. During the course of diet-induced obesity, body weight gain of *Snord115*-KO mice was similar to WT mice (Figure 6A) with normal adiposity as evidenced by the weights of perigonadal, subcutaneous fat mass and liver measured after euthanasia. Only brown adipose tissue showed a statistically significant change, with *Snord115*-KO tissues being 38% heavier than WT tissues (Figure 6B). We then searched for potential differences in glucose metabolism by performing an oral glucose test tolerance after 12 weeks of HFD exposure. Capability for glucose clearance in *Snord115*-KO mice did not differ substantially from that of WT littermates (Figure 6C). In addition, indirect calorimetry analyses did not reveal any obvious differences in food intake (Figure 6D), ambulatory activities (Figure 6E), energy expenditure (Figure 6F) or respiratory exchange ratio (Figure 6G). Altogether, our analyses did not unveil significant metabolic differences between *Snord115*-KO and WT littermates after HFD exposure.

**Figure 6.**
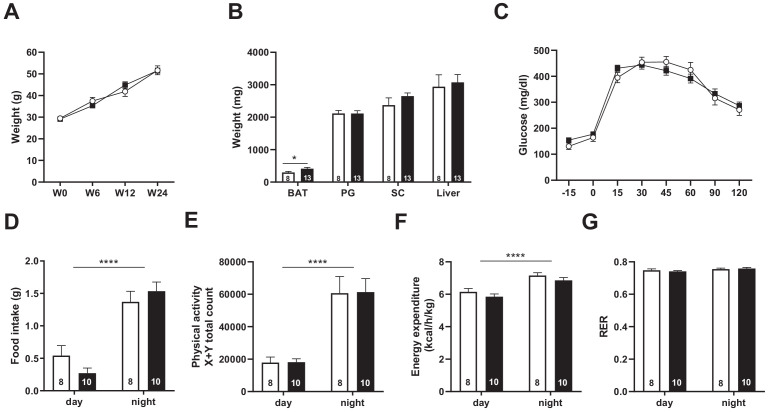
*Snord115*-deficient mice behave normally when fed a high-fat diet. (**A**) Weight of *Snord115*-deficient mice and WT littermates before (W0) and after 6 (W6), 12 (W12) and 24 (W24) weeks of HFD. (**B**) Adiposity of *Snord115*-deficient mice and WT littermates after 24 weeks of HF diet as judged by the weights of brown adipose tissue (BAT), perigonadal (PG) fat, subcutaneous (SC) fat and liver. (**C**) Glucose tolerance test of overnight (16 hr) fasted *Snord115*-deficient (n=13) and WT littermates (n=8) after 12 weeks of HFD. The graph represents the fate of glucose versus time after oral glucose administration (1.5 g/kg). Food intake (**D**), spontaneous locomotion (**E**), energy expenditure (**F**) and respiratory exchange ratio (**G**) of *Snord115*-deficient mice and WT littermates were measured after 16 weeks of HFD (Phenomaster TSE System). White and black bars represent WT and *Snord115*-deficient mice, respectively. The number of individuals analyzed are indicated within histograms. None of these analyses showed a significant effect of genotype (ANOVA p-values>0.05 for genotype in each panel), except for panel B (p-value=0.04125 for genotype, with pairwise t-tests indicating a significant difference between WT and KO brown adipose tissues).

## Discussion

In this study, we challenged long-standing observations linking the neuronal-specific *SNORD115* genes to activity of the HTR2C receptor and clinical features of PWS. More precisely, we aimed at testing, for the first time and at the organism level, the hypothesis according to which *SNORD115* regulates the processing of *HTR2C* pre-mRNA and, in doing so, influences HTR2C-mediated brain functions. Of particular translational relevance, lack of *SNORD115*, and thus putative defects in post-transcriptional regulation of *HTR2C* pre-mRNA could, in principle, account for impaired emotional response and/or food seeking behavior that feature PWS (Cavaillé, 2017; Marty and Cavaillé, 2019; Stamm et al., 2017).

Despite the fact that we thoroughly assessed post-transcriptional regulation of *Htr2c* pre-mRNA in numerous discrete brain regions collected from a substantial number of genetically comparable WT and *Snord115*-KO mice, we failed to detect any discernible impact on alternative splicing, as judged by the regular-to-truncated ratio of alternatively spliced *Htr2c* mRNA isoforms. Furthermore, only subtle changes in regional-specific RNA editing of functional relevance, if any, were uncovered. Our observations are in line with two recent in vivo studies. Reactivation of the *Snord116-Ipw-Snord115* genomic interval in choroid plexus - that does not normally express *Snord115* - leads to modest impact on RNA editing without any impairment in alternative splicing of *Htr2c* pre-mRNA (Raabe et al., 2019). Moreover, oligonucleotides mimicking *Snord115* base-pairing have no effects on alternative splicing, despite the fact that in vivo delivery of antisense oligonucleotides targeting other RNA segment of *Htr2c* pre-mRNA can alter the regular-to-truncated ratio of HTR2C (Zhang et al., 2016). Hence, in vivo molecular outputs of *SnoRD115*/*Htr2c* mRNA interaction are more complex than previously inferred from in vitro observations (Kishore and Stamm, 2006; Vitali et al., 2005).

Our findings therefore may appear at odds with prior observations, including our own (Cavaillé et al., 2000; Vitali et al., 2005). These apparent discrepancies deserve to be tempered by considering them in their full scientific context. First, in vitro studies with non-neuronal cells overexpressing both *Htr2c* and *Snord115* from artificial mini-genes do not take into account differential cellular compartmentalization of the two interacting RNA partners (Kishore and Stamm, 2006; Vitali et al., 2005). In addition, it has been shown that ‘any cellular RNA’ can be modified, at least to some extent, by forced expression of an exogenously expressed SNORD (Cavaillé et al., 1996; Kiss-László et al., 1996). Therefore, in vitro data must be interpreted with caution and, as such, they must be considered as proof-of-principles but by no means as definitive functional proofs. Second, conflicting observations regarding the precise mode of action of *Snord115* still remained. Changes in *Htr2c* alternative splicing were described in the hypothalamus of PWS-IC mice (Garfield et al., 2016) but not in those of PWS patients studied (Bochukova et al., 2018) or in whole brain of PWS-IC mice (Doe et al., 2009). Third, although altered *Htr2c* RNA editing was reported in the brain of PWS-IC and PatDp/+ mouse models, these changes did not correlate with the dosage of *Snord115* (Doe et al., 2009; Nakatani et al., 2009). In addition, no reproducible editing changes were noticed in the frontal cortex of a few PWS patients (Glatt-Deeley et al., 2010). Analyses of RNA editing in these studies involved a very small number of sequenced *HTR2C* cDNA clones, typically ~20–100 per genotype. Given that the combinatorial RNA editing of the *HTR2C* pre-mRNA produces 32 mRNA edited isoforms, low-coverage sequencing procedures are subject to strong sampling biases and low statistical power, thus rendering the interpretation of changes in the level of edited *HTR2C* isoforms highly risky. As already correctly pointed out by others (Abbas et al., 2010; Morabito et al., 2010b; O'Neil and Emeson, 2012), recent high-throughput sequencing methods, as described here with ~1 million sequences per genotype, have made it feasible to resolve such technical issues. Accordingly, our findings are much more statistically robust than previous published studies. In such a complex framework, demonstrating the presence of a 2’-O-methyl group at the C-site would undoubtedly represent ultimate proofs to define the mode of action of *Snord115*. However, identifying a ribose methylated nucleotide in low abundance *Htr2c* transcripts remains technically challenging, in particular if methylated at sub-stoichiometric levels.

The question then arises as to whether loss of *Snord115* is accompanied by physiological abnormalities. Eating disturbance and obesity in PWS (Cassidy et al., 2012), together with the anorectic proprieties of HTR2C (Berglund et al., 2013; D'Agostino et al., 2018; Heisler et al., 2002; Xu et al., 2010; Xu et al., 2008; Zhou et al., 2007), prompted us to first concentrate on food intake and energy balance. Our genetic background and experimental settings, however, failed to reveal any notable alterations on regular diet, upon fasting-refeeding transition or even after exposure to HFD. Of note, blunted feeding effects of the HTR2C agonist (WAY-161503) and impaired melanocortin signaling were described in the PWS-IC mice. These defects were attributed to lack of *Snord115* (Garfield et al., 2016). The PWS-IC mouse model carries a paternally inherited deletion of the imprinted center (IC) region leading to the silencing of all imprinted genes positioned on the paternal allele (Yang et al., 1998). Moreover, these knockout mice are growth retarded and it is necessary to switch to a hybrid genetic background to avoid 80–100% neonatal mortality due to absence of paternal contribution. These inherent limitations represent obvious sources of confounding factors. Thus, we favor an alternative explanation according to which defects in HTR2C-mediated feeding circuitries result from a combination of the deficiencies of several paternally expressed genes. This is all the more likely as defects in the serotonergic system have been described in mice disrupted for the paternally expressed *Magel2* (Mercer et al., 2009) or *Ndn* (Zanella et al., 2008) genes. Moreover, altered expression of neuropeptide of the melanocortin system was also reported in *Snord116*-KO mice (Burnett et al., 2017; Qi et al., 2016). Thus, *Snord115* appears largely dispensable for homeostatic feeding and, as such, it considerably differs from *Snord116* ablation which leads to decreased body-weight, apparent increased food intake and resistance to HFD-induced obesity, among other phenotypes (Ding et al., 2008; Polex-Wolf et al., 2018; Qi et al., 2016; Skryabin et al., 2007; reviewed in Marty and Cavaillé, 2019).

The apparent lack of profound molecular and behavioral consequences does not necessarily mean that *Snord115* is of minor relevance. As a case in point, we observed changes in the excitability of 5-HT neuronal circuitries in living *Snord115*-KO mice (B. Guiard, personal communication). More broadly, the lack of *SNORD115* might only have observable phenotypic consequences in sensitized genetic contexts, for example when expression of the other flanking co-regulated paternally expressed genes is also disrupted as observed in the vast majority of PWS people or in PWS-IC mice. Consistent with that possibility, mice simultaneously deleted for *Snord115* and *Snord116* genes display more severe phenotypes than single *Snord115*- or *Snord116*-KO mice (Boursereau, Marty et al. unpublished observations). Finally, and in the same vein, loss of *SNORD115* might only become apparent under perturbed metabolic contexts, perhaps as ‘secondary disease-effects’ once obesity is fully established in individuals with PWS.

There are other limitations commonly known to blur phenotypes in constitutive KO models. An obvious caveat is that any tissues, and especially brain, are composed of heterogeneous cell populations. For instance, transcriptomic analyses of single cells in mouse hypothalamus identified 34 neuronal cell clusters (Chen et al., 2017). *Pomc* neurons represent a few per cent of these hypothalamic neurons with only 30–40% expressing *Htr2c* (Lam et al., 2017). Assuming that *Snord115* mostly regulates *Htr2c* processing in the minority of *Pomc* neurons, it might then be illusory to hope detecting robust molecular changes in a mixture of molecularly and phenotypically diverse neurons. An additional layer of complexity may also arise from poorly understood ‘adaptive mechanisms’ which increase the density of the fully edited (VGV) HTR2C receptor at the cell membranes, very likely compensating for its diminished activity (Kawahara et al., 2008; Morabito et al., 2010a; Olaghere da Silva et al., 2010). Finally, how site-specific RNA editing is regulated remains a topic of intense research (Freund et al., 2020 and references therein). Initial studies based on Sanger sequencing methods claimed that *Htr2c* editing is dynamically regulated in a context-dependent manner, particularly depending on serotonin levels (Schmauss, 2003). Yet, more recent high-throughput sequencing analyses did not fully confirm all these earlier findings. Only rather subtle RNA editing changes were noticed with respect to genetic background or serotonin content (Abbas et al., 2010; Morabito et al., 2010b), disease states (O'Neil and Emeson, 2012; Zhu et al., 2012), pharmacological manipulations (Abbas et al., 2010) or reovirus infections (Hood et al., 2014). Hence, *Htr2c* RNA editing appears robustly controlled very likely by distinct overlapping mechanisms and *Snord115* might only be one of these regulators. Keeping these potential limitations in mind, future studies involving conditional *Snord115* gene deletion together with single neuron analyses are now required to fully apprehend how loss of *SNORD115* may shape HTR2C-mediated neuronal functions and thus possibly the pathophysiology of PWS.

## Materials and methods

### Mice housing and breeding

Animal procedures were approved by the University of Toulouse and CNRS Institutional Animal Care Committee (DAP2016061716367988 and DAP2018011214542827). The animal housing facility met CNRS standards. Mice were housed in a temperature-controlled room with a 12 hr light–dark cycler and access to water and food ad libitum, either regular chow diet or HFD diet (ssniff DIO – 60 kJ% fat [Lard]). We backcrossed to C57BL/6J genetic background for at least eight generations before proceeding to behavioral and metabolic analyses. Upon euthanasia, tissues were harvested, weighted and immediately snapfrozen in liquid nitrogen and stored at −80°C.

### Generation of *Snord115* knock-out mouse model

A *Snord115* knock-out mouse model was generated by co-injecting zygotes isolated from (C57BL/6JxCBA) F1 mice with in vitro transcribed Cas9 encoding mRNA (GeneArt CRISPR nuclease mRNA, Invitrogen) and two guide RNAs (MEGAshortscript T7 Transcription Kit; Ambion) designed to base-pair upstream and downstream of *Snord115* gene array (crispr.mit.edu tool). Briefly, prepubertale (C57BL/6JxCBA) F1 female (4–6 weeks old) were superovulated by IP injection of 5IU PMS and 5IU hCG at an interval of 46 hr and mated overnight with (C57BL/6JxCBA) F1 adult male mice. Zygotes were collected after 22 hr of hCG injection. Microinjection was performed using an Eppendorf microinjector. Typically, a few picoliters of Cas9 mRNA (100 ng/µL) and in vitro transcribed sgRNAs (25 ng/µL each) were co-injected into cytoplasm and pronuclei of zygote. Injected zygotes were then cultured in M16 medium until blastocyst stage for analyzing cleavage efficiency or directly transferred into the oviductal ampullas of pseudopregnant female mice (around 20 embryos per female). Following the CRISPR/Cas9 procedure, pups born were selected by PCR on genomic DNA from tail tips (Wizard Genomic DNA Purification Kit; Promega). Primers are listed in Supplementary file 4.

### RNA extraction, RT-qPCR, and Northern blot

Total RNA was extracted using TRI reagent (Euromedex) followed by RNAse free-RQ1 DNAse (Promega) and proteinase K (Sigma) treatments. 1 μg of whole cell RNA was reverse transcribed with random hexamer primers using Go Script Reverse Transcriptase kit (Promega) at 42°C for 60 min. mRNA expression was performed using the IQ Custom SYBR Green Supermix (Bio-Rad) qPCR. The relative quantification of gene expression was performed using the standard curve method with triplicates for each data point. For Northern blotting analysis, 5 µg of total RNA was fractionated by electrophoresis on a 6% polyacrylamide/7 M urea denaturing gel. Electro transferred onto a nylon membrane (Amersham Hybond-N, GE Healthcare) followed by UV crosslinking (Stratalinker). Hybridizations were carried out with 5′-end ^32^P-labeled-DNA oligonucleotide probes. Membranes were incubated overnight at 50°C in 5X SSPE, 5X Denhardt's, 1% SDS, 150 μg/mL yeast tRNA and washed twice in 0.1% SSPE, 0.1% SDS for 15 min at room temperature. a Typhoon Biomolecular Imager (Amersham) and visualized using Multi Gauge V3.0 software. Radioactive signals were revealed using a Typhoon Biomolecular Imager (Amersham) and visualized using Multi Gauge V3.0 software. Primers are listed in Supplementary file 4.

### A-to-I RNA editing analyses

A 249-nt long segment overlapping the spliced Exon IV-Exon V junction of *Htr2c* mRNA was amplified with *Htr2c*-F and *Htr2c*-R primers (35 amplification cycles; annealing temperature of 65°C). Single multiplexing was performed using home-made 6 bp index which were added to reverse primer during a second PCR (12 cycles) using forward P5 and reverse P7 primers. Primers are listed in Supplementary file 4. The resulting PCR products were purified and sequenced on a HiSeq3000 (Illumina) according to the manufacturer instructions. The quality of the run was checked internally using PhiX (15%) and each paired-end sequence was assigned to its sample with the help of the previously integrated index. Reads were aligned on the mm10 mouse genome using hisat2 (Kim et al., 2019) and reads mapping on the amplicon locus were selected using bedtools. For each of the five editing sites, A-to-G conversion was scored in every read with high quality (sequencing quality score ≥20 for the nucleotide mapped on that site). Raw data are available on Sequence Read Archive (SRA) database under the accession numbers PRJNA603261 and PRJNA603264. Scripts used for that analysis, detailed instructions and intermediary data have been deposited at https://github.com/HKeyHKey/Hebras_et_al_2020 (Seitz, 2020; copy archived at swh:1:rev:1b96b6f5e8d479eb43f12f6687f04d4a60f4e305).

### rRNA 2’O-methylation profiling

RiboMeth-seq was performed in biological triplicates on whole adult mouse brains (Birkedal et al., 2015). In brief, 5 µg of total RNA was alkaline degraded and size fractionated to the range of 20–40 nt. Sequencing adaptors were ligated on to the ends of the alkaline degraded RNA using a modified tRNA ligase. The library RNA containing adaptors was reverse transcribed using Superscript IV (Thermo Fisher Scientific). The final libraries were sequenced on a PI Chip v3 (Thermo Fisher Scientific) using an Ion Proton semiconductor sequencer. Reads were mapped against curated mouse rRNA sequences (Hebras et al., 2020). RiboMeth-seq data are available on GEO under the accession number GSE145159.

### Transcriptomic analyses

Library preparation (polyA selection) and Illumina sequencing (2 × 150 bp configuration) were performed by Genewiz. Raw data quality control was done using FASTQC (Version 0.11.9). Reads were aligned to reference genome (GRCm38/mm10, Dec. 2011) with STAR (Version 2.4.0.1). Read counts were generated for each annotated gene (GRCm38/mm10, Ensembl gtf release 91) using HTSeq-count (Version 0.11.1). Read normalization and pairwise differential gene expression analysis with multiple testing corrections were conducted using the R Bioconductor DESeq2 package (Version 1.26). The heat map was produced by R (heatmap.2) using normalized RNA-seq read counts from a list of genes of interest. Genes reads counts per sample were first normalized by the ‘Relative Log Expression’ normalization (RLE) implemented in the DESeq2. Each normalized count was then normalized by the mean normalized value of the gene across all samples, in order to remove differences due to the level of expression of each gene. Samples are clustered in the left side of the figure, with a dendrogram, computed with euclidian distance and the complete agglomeration method. Raw data are available on Sequence Read Archive (SRA) database under the accession number PRJNA608249.

### Behavioral procedures

Behavioral tests were conducted as previously described in Marty et al., 2016 and references therein. Most of them were performed blind during the light phase (from 8:30 a.m to 1 p.m.) using 3- to 5-month-old male mice (backcrossed on the C57BL/6J genetic background for n > 8 generations). **Open Field** - Locomotion and exploratory behavior were measured in a circular arena (height, 30 cm; diameter, 40 cm) located in a room containing no conspicuous features and illuminated by a white light (20 lx). Time spent in the center of the arena was recorded using the video tracker software (Ethovison XT, Noldus, Netherlands). Locomotion was scored during a 10 min session whereas center vs border activity were only analyzed during the first 5 min. **Elevated Plus Maze** - Mice were placed in an automated EPM (Imetronic, Pessac, France). This maze consisted of a plus (+)-shaped track with two closed and two open arms (30 × 10 × 20 cm) that extended from a central platform (10 × 10 cm). The apparatus was elevated 50 cm above the floor and was surrounded by a white curtain with no conspicuous cues. Each trial began with the mouse placed in the central zone. The number of entries into the closed and open arms and the time spent in each arm were monitored during the first 5 min. **Novelty-Suppressed Feeding -** Food-deprived mice for 24 hr were tested in a 50 × 50 × 20 cm box covered with bedding and illuminated by a 70 W lamp. A single pellet of food was placed on a white paper positioned in the center of the box. All mice were tested individually for 10 min and the latency time before the mouse ate the pellet was scored as a measure of motivation. Mice that did not eat during the testing period were not included in the analysis. Immediately afterwards, each single mouse returned to its home cage and the amount of food consumed was measured for 5 min (control for change in appetite as a possible confounding factor). **Tail suspension test -**Mice were suspended by their tails with tape, such that they cannot escape or hold on to nearby surfaces. The test was performed using the Tail Suspension Test System (BIOSEB) during a 6-min session. Immobility time was manually scored as an index of resignation. **Forced swim test -**Mice were introduced individually in a plastic cylinder (25 cm tall ×18 cm in diameter) filled with water (23–25°C) to a depth of 19 cm. A 6-min session was used and immobility time was only scored during the last 4 min. **Three-chamber test -**Social behavior was measured in a rectangular three-chambered enclosure (60 × 40 cm) with clear walls 22 cm high. Removable doors blocked access from the center chamber to the outer chambers. Two cages (diameter 8 cm, height 15 cm) were placed in the two outer chambers. On day 1 (5 min habituation session), mice were introduced into the apparatus with two empty cages. On day 2, a stranger mouse (S1) was introduced in one of the two cages and time spent interacting with S1 (sniffing) was measured during a 5 min session. Preference for S1 over the empty cage was used as a measure of sociability. During the second stage (same day), mice were submitted to two consecutive sessions with the same stranger with an inter-session resting period of 1 hr during which they were returned to the home-cage. On day 3, mice were submitted to the social novelty protocol (5-min session), with the previously encountered S1 mouse introduced in one cage and another stranger mouse (S2) was placed in the other cage. Preference for the previously encountered mouse over the familiar one was used as a measure of preference for social novelty.

### Determination of basal metabolism by indirect calorimetry

Indirect calorimetry was performed after 24 hr of acclimatization in individual cages. Oxygen consumption, carbon dioxide production, and food and water intake were measured (Phenomaster; TSE Systems, Bad Homburg v.d.H., Germany) in individual mice at 15 min intervals during a 24 hr period at constant temperature (22°C). The respiratory exchange ratio ([RER] = *V*co_2_/*V*o_2_) was measured. Energy expenditure (in kcal/day/kg^0.75^ = 1.44 × *V*o_2_ × [3.815 + 1.232 × RER]), glucose oxidation (in g/min/kg^0.75^ = [(4.545 × *V*co_2_) − (3.205 × *V*o_2_)]/1000) and lipid oxidation (in g/min/kg^0.75^ = [1.672 × (*V*o_2_ − *V*co_2_)]/1000) were calculated. Ambulatory activities of the mice were monitored by infrared photocell beam interruption (Sedacom; Panlab-Bioseb).

### Glucose test tolerance and body composition

Glucose tolerance test (GTT) was performed under chow diet and at 12 weeks of HFD (i.p. and oral glucose (1.5 g/kg) administration, respectively) after an overnight fast and blood glucose levels from the tail vein were monitored over time using a glucometer (Accu-Chek). Total body fat and lean mass on chow diet were determined in mice placed in a clear plastic holder, without anaesthesia or sedation, and inserted into the EchoMRI-3-in-1 system (Echo Medical Systems, Houston, TX). Body composition was also evaluated by weighing liver, brown adipose tissue, perigonadal and subcutaneous fat.

### In situ hybridization on brain tissues

RNA FISH experiments were carried out on coronally sectioned 4% PFA fixed brain tissue (25 μm; cryostat) collected from adult *Pomc-eGFP* transgenic mice (C57BL/6J-Tg(Pomc-EGFP)1Low/J; Jackson Laboratory). Briefly, slides were hybridized overnight at 37°C in 15% formamide, 2X SSPE, 10% dextran sulfate, 150 μg/mL yeast tRNA and 10 ng of Cy3-labeled SNORD115 oligonucleotide probe (TXGAGCATGAATTTXATGTCATCACCTXTCTTCATGACAXT, with X = Amino-allyl-modiﬁed nucleotides). Samples were washed at room temperature in 15% formamide, 2X SSPE (20 min, twice), then 1xXSSPE (10 min) and mounted in Moviol DAPI (0.1 mg/mL). Images were captured with a CoolSnap HQ camera (Princeton Instruments) mounted on an inverted IX-81 microscope (Olympus) with a 1006 PL APO ON objective (NA 1.4) and the Metavue software.

### Statistical methods

R and the Graphpad Prism (version 8) statistical software were used for data analysis. For multivariate comparisons, statistical significance of the observed effects was calculated using ANOVA. When ANOVA applicability conditions were not met (variance heterogeneity or non-normality of residuals), measured values were log-transformed. In a few cases (Figure 5E and F, the two panels of Figure 5L, Figure 6E and Figure 6G), ANOVA applicability conditions were not fully met even after log-transformation, resulting in imprecise p-value calculation. For time-course analyses, explanatory variables were either genotype and time (Figure 6A) or genotype and a variable depending on time by a bi-exponential function, to account for the non-linearity of glucose concentration upon time (Figures 5C and 6C). Data files and R scripts for these analyses have been deposited on https://github.com/HkeyHKey/Hebras_et_al_2020 (Seitz, 2020; copy archived at swh:1:rev:1b96b6f5e8d479eb43f12f6687f04d4a60f4e305). For post-hoc tests and for univariate comparisons with two groups, significance was assessed using Student’s t-test, or using the Mann-Whitney test when experimental values were not normally distributed. Data are presented as mean ± SEM and statistically significant differences are indicated as *p<0.05,**p<0.01, ***p<0.001 and ****p<0.0001.

## Data Availability

RiboMeth-seq data are available on GEO under the accession number GSE145159 Raw data (mRNAseq) are available on Sequence Read Archive (SRA) database under the accession number PRJNA608249. Raw data (A-to-I RNA editing) are available on Sequence Read Archive (SRA) database under the accession numbers PRJNA603261 and PRJNA603264. Scripts used for that analysis, detailed instructions and intermediary data have been deposited at https://github.com/HKeyHKey/Hebras_et_al_2020 (copy archived at https://archive.softwareheritage.org/swh:1:rev:1b96b6f5e8d479eb43f12f6687f04d4a60f4e305/). The following datasets were generated: HebrasJMartyVPersonnazJMercierPKroghNNielsenHAguirrebengoaMSeitzHPradèreJ-PGuiardBPCavailléJ2020Re-assessment of the involvement of Snord115 in the serotonin 2C receptor pathway in a genetically relevant mouse modelNCBI Gene Expression OmnibusGSE14515910.7554/eLife.60862PMC767378233016258 HebrasJMartyVPersonnazJMercierPKroghNNielsenHAguirrebengoaMSeitzHPradèreJ-PGuiardBPCavailléJ2020Measurement of A-to-I editing in various adult mouse brain areas in SNORD115-expressing and SNORD115-deficient specimensNCBI BioProjectPRJNA603261 HebrasJMartyVPersonnazJMercierPKroghNNielsenHAguirrebengoaMSeitzHPradèreJ-PGuiardBPCavailléJ2020Measurement of A-to-I editing in various embryonic, neonate and adult mouse brain areas in SNORD115-expressing and SNORD115-deficient specimensNCBI BioProjectPRJNA603264 HebrasJMartyVPersonnazJMercierPKroghNNielsenHAguirrebengoaMSeitzHPradèreJ-PGuiardBPCavailléJ2020Re-assessment of the involvement of SNORD115 in the serotonin 2C receptor pathway in a genetically relevant model in vivoNCBI BioProjectPRJNA60824910.7554/eLife.60862PMC767378233016258

## Additional files

Supplementary file 1. RiboMeth-seq scores and statistics. Raw data are deposited at NCBI Gene Expression Omnibus (GEO) and accessible through GSE145159. Note that RiboMeth-seq data from WT littermates were also included in Hebras et al., 2020 *RNA biol.*

Supplementary file 2. *Snord115* is expressed in pro-opiomelanocortin (*Pomc*) neurons in the arcuate nucleus of the hypothalamus. Coronally sectioned brain tissues of adult P*omc*-eGFP transgenic mice (*Pomc* neurons appear green in the merge) were hybridized with Cy3-labeled DNA oligonucleotides (red signals in the merge). Bottom: *Snord115 *signals are detected in nuclear regions poorly stained by DAPI (white arrow), very likely representing nucleoli.

Supplementary file 3. Changes in transcript steady-state levels in the adult hypothalamus of *Snord115-*deficient mice relative to WT littermates (mRNA-seq). Raw *data* are available on Sequence Read Archive (*SRA*) database under the accession number PRJNA608249.

Supplementary file 4. Sequences of DNA oligonucleotides used in the study.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

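RiboMeth-seq was analysed in 6 whole brains, 3 from adult Snord115-KO mice and 3 from E16.5 embryos lacking Snord115 and Snord116. The authors mapped the reads against curated mouse rRNA sequences, and their processing notes name cutadapt 2.0 and Bowtie2 2.3.4.1. The deposited tables hold, for each brain, the counts of 5' and 3' read ends at each rRNA position, without normalization. They also hold the methylated fraction that the authors computed from these counts, the mean of the fraction over 3 brains and its SD. The authors' SD divides by the number of brains at 108 of 108 adult sites and 107 of 108 E16.5 sites, while the SD given here divides by that number less 1. A further deposited table gives, for 108 sites in human numbering, the mean RiboMeth-seq score of KO and WT brains by the authors, with SDs. Some of its means are marked by the authors as corrected. The WT values come from the authors and are quoted only from that table. A column without a heading in the adult table, with 6 values, was not used. No genome build applies to the rRNA positions. Gene positions are from the mm10 annotation (GENCODE vM21).

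The expected read ends at a position were the weighted mean of 6 neighbours on each side (weights 1.0 to 0.5 in steps of 0.1), and the fraction was 1 minus observed over expected, or 0 where negative. No pair of brains within a group shared its counts. Total read ends ranged from 9621368 to 20064865 per brain, and expected read ends at the 108 sites from 277 upward. Reads carry no molecular identifiers, so no counting intervals are given and the spread between brains is used.

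The adult and E16.5 brains were compared with edgeR 4.0.16 (quasi-likelihood test) on the 5' plus 3' read ends at the 108 sites, with the log of the expected read ends as offset and Benjamini-Hochberg adjustment over the 108 sites (threshold 0.05). A log2 change in this test is that of the unprotected share, adult over E16.5, so that a negative value is a higher methylated fraction in the adult. Age and genotype change together in this comparison. On simulated counts for this comparison (20 runs, 40 of 108 sites changed), edgeR recovered 33% of the sites changed by 2 on the log2 scale and 7% of those changed by 1, with 0.25 false calls per run on average. The sites named were chosen by a rule: the 3 sites of the results text, the other 5.8S site, sites with a mean fraction under 0.75 in a group, the 10 largest differences among sites past the threshold without overlap between brains, and 10 sites guided by SNORDs of Gas5 introns. This gave 27 sites. Values of 18S positions in the part of supplementary file 1 that was read, and the points of Figure 1G and of the E16.5 figure, had been seen when the rule was written.

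Alternatives were 2 or 4 neighbours, equal weights, the median of the 12 neighbours, 5' or 3' ends alone, leaving out each brain, the replicate number as a block, DESeq2 1.42.0, limma 3.58.1 on the fraction or on the log2 of 1 minus the fraction with a pseudocount of 0.01 or 0.001, TMM library sizes, a minimum of 100 or 1000 expected read ends, and a threshold of 0.90. The test, the rule for named sites, the groups of sites and these alternatives were set before the deposited counts were examined. The published values named above had been seen by then. One more alternative, with the 5' ends alone in libraries and at sites where the next base goes with raised 3' ends, was added after the data had been seen. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.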

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

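The tests of lower methylation and of the next base at LSU-C1868, and the comparison with the ages of the WT brains, were chosen only after the results were seen.

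At 4 of the named sites, every KO brain of one age lay above the authors' deposited WT mean of that age and every KO brain of the other age lay below. The mean of the KO brains minus the WT mean in the authors' deposited table was 0.102 in the adult and -0.109 at E16.5 for LSU-C1868, 0.0422 and -0.0869 for LSU-G4020, 0.0312 and -0.0132 for LSU-A4541, and -0.0103 and 0.0298 for LSU-A391. The named sites number 27, and the share among all 108 sites is not given here. LSU-C1868, LSU-G4020 and LSU-A4541 were named by rules that include the 10 largest differences between the adult and E16.5 KO brains. That choice by itself favours KO brains on opposite sides of the WT means at these ages. The pattern at these sites therefore cannot show that an effect of the KO differs with age. LSU-A391 was named as a site guided from Gas5 introns. The difference between the ages was not tested, since no counts of WT brains were used.

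At LSU-C1868 the fraction was 0.946 in the adult KO brains and 0.637 at E16.5. On the 5' ends alone the adult mean minus the E16.5 mean was -0.00625, where lower ribose methylation at E16.5 was predicted to lower the 5' ends too. The 2 kinds of ends also disagreed the other way elsewhere. At LSU-G3606 the adult and E16.5 means were 0.964 and 0.654 on the 5' ends, but 0.958 and 0.974 on the 3' ends. The values do not tell which kind of ends follows methylation, so lower methylation of LSU-C1868 at E16.5 is not decided. The 3' ends alone gave 0.694, 0.458 and 0.541 in the E16.5 brains, 3 brains under 0.75 in libraries of both kinds, and the next base is U, which argues against the excess of 3' ends before C or A alone. An excess linked to the next base stays open, since at the 27 sites followed by U its median was 0.52, 0.28 and 0.48 (log2) in the E16.5 brains and 0.07, -0.20 and -0.11 in the adult brains, beside 2.03, 3.43 and 2.51 at LSU-C1868 in the E16.5 brains. Whether the WT means, for which no read ends were used, depend on the 3' ends in the same way stays open too.

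Many sites were more methylated in the adult Snord115-KO brain than in the E16.5 Snord115-Snord116-KO brain, a comparison the paper does not make. Of 108 sites, 29 passed the threshold in edgeR (44 at an unadjusted p under 0.05), 28 with a higher fraction in the adult and 1, SSU-A576, with a lower one. Without adult replicate 2 the number was 10. It was 63 on the 5' ends alone and 7 on the 3' ends alone, more than 1.5 times away from 29 in both directions. On the 3' ends alone 7 of the 29 passed and 26 had the same direction, LSU-G3606 (log2 change 0.70) and LSU-U4197 (log2 change 0.705) changed sign, and 5.8S-U14 has nearly no 3' ends; 5 of the 29 passed on each kind of ends taken alone. The values of the groups did not overlap at 46 of all 108 sites, where chance gives 10%. SSU-U354 had a fraction of 0.973 in the adult and 0.788 at E16.5 (log2 change of the unprotected share -2.98, standard error 0.429, adjusted p = 0.00446 from edgeR). On the 3' ends alone its log2 change was -2.72 with a larger standard error of 0.703, and the adjusted p from edgeR was 0.0557. LSU-A4541 had 0.981 and 0.841 (log2 change -3.04), and LSU-C4032 0.967 and 0.745 (log2 change -2.95). At LSU-C4032, which is followed by U, most of the difference lay in the 3' ends (0.971 and 0.642, log2 change -3.64), while the 5' ends gave 0.964 and 0.895 (log2 change -1.54). SSU-G436 had the largest difference in mean fraction, with 0.874 and 0.337, but the E16.5 brains were spread over 0.563, 0.136 and 0.313, and their mean was 0.224 without E16.5 replicate 1 and 0.554 on the 3' ends alone. Its log2 change was -2.39 (standard error 0.426, adjusted p = 0.00968 from edgeR). Without adult replicate 2 its log2 change was -2.34 with a larger standard error of 0.567, and the adjusted p from edgeR was 0.0543. For SSU-A576 the log2 change was 2.54 (standard error 0.363, adjusted p = 0.00446 from edgeR). On the 3' ends alone it was 2.46 with a larger standard error of 0.596, and the adjusted p from edgeR was 0.0539.

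Of the 29 sites, 25 (86.2%) passed in the same direction on the 5' ends alone, which argues against a difference of the 3' ends alone. The 5' ends are part of the counts that picked the 29, and 63 of all 108 sites passed on the 5' ends alone. The WT means in the authors' deposited table differed between adult and E16.5 in the same direction at 100% of the 29 sites and at 59 of the other 79 (74.7%). A difference between the ages of the brains would give this. However, the WT mean was higher in the adult at 87 of all 108 sites, and most of the 29 would match on that count alone. The match is in direction only. Adult minus E16.5 was smaller in WT than in KO at the 3 sites of the results text. It was -0.186 in WT and -0.406 in KO at SSU-A576, 0.0984 and 0.309 at LSU-C1868, and 0.152 and 0.225 at 5.8S-U14. At SSU-U354 the values were close, 0.180 in WT and 0.185 in KO. There are 10 splits of the 6 brains, too few for a share under 0.05; 1 split, the real one, reached 29 sites and the highest other gave 5. That other split puts adult brain 1 with E16.5 brains 1 and 3, the libraries with raised 3' ends before C. Age and genotype change together among the KO brains, and a batch shared by brains of 1 age, WT included, stays open.

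Outside the listed sites, 12 positions had a fraction of 0.75 or more in all 6 brains, of 6438 with at least 100 expected read ends in every brain; the paper does not discuss them. They comprise 9 of 28S and 3 of 5.8S rRNA, and 5 lie in the last 20 positions of 28S rRNA. All 12 had under 1000 expected read ends in at least 1 brain, and 4 reached 0.75 on both kinds of ends. The 5 near the end of 28S rRNA had no value on the 5' ends, since no 5' ends fell on their neighbours, and rest on the 3' ends alone. No explanation was tested for them.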

How the results depend on the processing

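One alternative, the 5' ends alone for a library at sites followed by the base that goes with its raised 3' ends (called the next-base setting here), was chosen only after the data had been seen. Where a value below moved, the cause was not tested unless a reason is given.

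The number of sites at or above 0.75 stayed between 100 and 105 in the adult and between 95 and 98 at E16.5 under all alternatives to the score, and was 103 to 104 and 96 to 98 with 1 brain left out. It was 92 and 66 at a threshold of 0.90.

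The number of sites past the threshold between adult and E16.5 brains (29) was 63 on the 5' ends, 7 on the 3' ends and 49 in the next-base setting. It was 10 to 30 with 1 brain left out, the lowest without adult replicate 2, and 21 to 40 under the other alternatives, with the replicate number as a block at 31 (26 of the 29 shared). The higher fraction was in the adult at all but 1 to 5 of the sites past the threshold under every alternative except the 3' ends, where it was at all 7. In the next-base setting, the other splits of the brains gave 0 sites.

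By rRNA, the counts on the 5' ends were 24 for 18S, 37 for 28S and 2 for 5.8S; on the 3' ends 3, 4 and 0. The next-base setting gave 25 for 28S and 2 for 5.8S. For 28S, DESeq2 gave 20 and TMM library sizes 22. With 1 brain left out the counts were 3 to 15 for 18S, 7 to 15 for 28S and 0 to 2 for 5.8S. By nucleotide, the 5' ends gave 16 Am, 7 Cm, 23 Gm and 17 Um sites; the 3' ends 2 Am, 2 Gm and 1 Um; the next-base setting 8 Cm, 18 Gm and 13 Um. Other counts that moved were 4 Am with limma on the fraction, 5 Cm with the replicate block and with limma on the fraction or on the log2 of 1 minus the fraction with a pseudocount of 0.01, 7 Cm with DESeq2, and 7 Gm with at least 1000 expected read ends, where fewer sites were tested. With 1 brain left out they were 2 to 6 Am, 3 to 8 Cm, 3 to 10 Gm and 2 to 9 Um. For the Gas5 sites the count was 4 on the 5' ends, 0 with at least 1000 expected read ends, and 2 in the next-base setting, with the replicate block, DESeq2, limma (each form) or TMM, and 1 to 2 with 1 brain left out. Of the 3 sites of the results text, 1 passed on the 3' ends, and 2 to 3 with 1 brain left out.

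At E16.5 the fraction of LSU-C1868 was 0.378 with 2 neighbours, 0.520 with the median of the neighbours and 0.940 on the 5' ends; in the adult it was 0.933 with 2 neighbours and 0.933 on the 5' ends. The fraction of 5.8S-U14 was 1 on the 3' ends in both groups, where nearly no 3' ends fall, and in the adult 0.923 with 4 neighbours and 0.922 with the median. Every fraction of SSU-A576 stayed within 1 SD.

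Unlisted positions numbered 15 in the adult and 31 at E16.5. They were 7 and 12 with 2 neighbours, 70 and 69 on the 5' ends, 60 and 119 on the 3' ends, 6 and 13 with the median, 1 and 9 at 1000 expected read ends, and 9 and 9 at a threshold of 0.90. With 1 brain left out they were 20 to 25 in the adult and 36 to 46 at E16.5, since fewer brains had to pass.

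Of the log2 changes of the named sites, 467 values under the alternatives kept their direction and side of the threshold, 30 passed it anew, 22 no longer passed it, 9 below the threshold changed sign and 2 reversed. LSU-C1868 reversed to 0.10 on the 5' ends (adjusted p = 0.822 from edgeR; from 2.07e-13 to 0.822 over its alternatives), and LSU-G3606 to 0.70 on the 3' ends (adjusted p = 0.387; from 1.62e-07 to 0.387 over its alternatives). In simulated counts at this depth and spread, 33% of changes of 2 on the log2 scale were recovered, so sites that did not pass are not shown to be unchanged.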

Differences from the paper's values

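No test in this part was chosen only after a result was seen.

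None of the 12 KO means compared with the paper's values, from Figure 1G, its figure supplement and the part of supplementary file 1 that was read, differed from them. In that part, the paper's KO averages at 39 listed sites, and at the other 18S positions it covers, equal the means of the 3 adult brains to within 5.0e-07.

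The paper states that the 3 positions were unaffected at E16.5. In the authors' deposited table, KO minus WT at E16.5 was 0.00859 at SSU-A576, 0.00218 at 5.8S-U14 and -0.109 at LSU-C1868, the last being rank 2 of 108 by size and close to the authors' deposited SD of WT, 0.107. The legend of the figure supplement names adult brains, and the labels of these samples name E16.5.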

Other observations

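The next base as a grouping of the sites, and the test of the libraries' indexes, were chosen only after the results were seen.

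The excess of 3' over 5' ends at methylated sites differed by the next base, and each library had 1 base with the highest excess. At sites followed by C, the unprotected share from the 3' ends exceeded that from the 5' ends by a median of 3.62 (log2) in adult brain 1, 2.41 in E16.5 brain 1 and 1.63 in E16.5 brain 3. At sites followed by A the excess was 1.01 in adult brain 2, 1.40 in adult brain 3 and 2.13 in E16.5 brain 2. The median excess before any other base reached at most 0.24 in the adult brains and 0.56 in the E16.5 brains. The next base was picked after several bases on both sides of the sites had been compared.

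Methylation that differs between brains would move both ends alike, but deviations from the group mean on the 5' and the 3' ends had a correlation of -0.0273 over 107 sites and 6 brains. That argues against such methylation as the source of the excess of 3' ends. The median SD of the deviations was 0.27 on the 5' ends and 0.47 on the 3' ends, so smaller differences in methylation between brains are not excluded. A candidate explanation is that 3' ends are moved by 1 position where the next base matches the adaptor. Outside the listed sites, each library's share of 3' ends was set against the mean of the other libraries. Before the raised base it was higher than before other bases by 0.44 (log2) in adult brain 1, 0.32 in E16.5 brain 1 and 0.38 in E16.5 brain 2. It was higher by 0.12 in adult brain 3, by 0.05 in adult brain 2 and by -0.028 in E16.5 brain 3. In these libraries the raised base did not have the highest median. The median was 0.38 before G and 0.31 before A in adult brain 3, and 0.14 and 0.11 in adult brain 2. In E16.5 brain 3 it was -0.027 before U and -0.20 before C. In the other libraries the raised base had the highest median. Adult brain 2 and E16.5 brain 3 fell under the bound of 0.1 set for this test, so the prediction failed as it was set. The share moved at the listed sites would give 0.38, 0.33, 0.36, 0.08, 0.06 and 0.13 in these 6 libraries, in the same order. The other libraries include some raised before the same base, which would lower the values seen. The shifts from the listed sites do not allow for this, and in adult brains 2 and 3 they lie under the bound themselves. The test therefore cannot decide for or against the explanation. The raised base was the complement of the last base of the index in 3 of 3 E16.5 libraries, so the base may follow the library's index, a rule picked after the first base of the index had matched in only 1 of them.

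The correction that the authors mark in their deposited table can be read from its values. At 17 of the 18 means that differ from the mean of the brains, the authors' deposited table equals the mean with 1 or 2 brains scored on the 5' ends alone, within 0.0001. All of these sites are followed by C or A. The other mean is that of SSU-G1447 at E16.5, 0.7828 in the authors' deposited table and 0.7838 from the brains. There the deposited fraction of brain 3 is 0.825 and its counts give 0.822, so its gap need not be a correction.

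KO minus WT in the authors' deposited table also differed by the next base. At E16.5 the KO mean was lower at 21 of 21 sites followed by C, 14 of 18 followed by A, 21 of 42 followed by G and 14 of 27 followed by U. In the adult it was lower at 11 of 21 sites followed by C, 16 of 18 followed by A, 29 of 42 followed by G and 4 of 27 followed by U. SSU-A576 is among these 4, and LSU-C1868 (KO minus WT 0.102 in the authors' deposited table) and LSU-C4032 (0.068) are among the 23 of 27 where the KO mean was higher. No read ends of the WT brains were used, so a source of the differences at sites followed by U in the WT libraries stays open and untested.

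Between adult and E16.5 brains, the sites past the threshold in edgeR were 15 of 40 in 18S, 13 of 66 in 28S and 1 of 2 in 5.8S rRNA, where 5.8S-U14 passed. By nucleotide they were 7 of 33 Am, 3 of 23 Cm, 11 of 32 Gm and 8 of 20 Um sites. Counts adjusted over the list alone were the same, apart from 12 for Gm. Without adult replicate 2 the counts were 3 in 18S, 7 in 28S, 0 in 5.8S, 2 Am, 3 Gm and 2 Um. They were 8 Cm and 2 in 5.8S without adult replicate 1, and 4 Um and 0 in 5.8S without E16.5 replicate 3. Of 10 sites guided by SNORDs encoded in introns of Gas5 (chromosome 1 of mm10, 161034422 to 161038539), 1 passed, LSU-C4032, and 1 when adjusted over the list alone, while 2 passed without adult replicate 1 or without E16.5 replicate 2. LSU-G4593, guided by SNORD78 of Gas5, had a fraction of 0 in the adult and 0.302 at E16.5, from 0.498, 0 and 0.408 in the 3 brains. On the 5' ends alone these gave 0.545, 0.561 and 0.593, and the adult brains 0. The site is followed by A, the base with the highest excess of 3' ends in E16.5 brain 2. In the test it did not pass (log2 change 0.86, adjusted p = 0.0848 from edgeR, and 2.59e-06 on the 5' ends alone), and it passed without E16.5 replicate 2. The 14 sites with a mean fraction under 0.75 in a group also include SSU-C1272, with 0.505 in the adult and 0.445 at E16.5.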
